# Illumina microRNA profiles reveal the involvement of miR397a in *Citrus* adaptation to long-term boron toxicity via modulating secondary cell-wall biosynthesis

**DOI:** 10.1038/srep22900

**Published:** 2016-03-10

**Authors:** Jing-Hao Huang, Yi-Ping Qi, Shou-Xing Wen, Peng Guo, Xiao-Min Chen, Li-Song Chen

## Abstract

The mechanisms underlying tolerance to B-toxicity in plants are still controversial. Our previous studies indicated that B-toxicity is mainly limited to leaves in *Citrus* and that alternations of cell-wall structure in vascular bundles are involved in tolerance to B-toxicity. Here, miRNAs and their expression patterns were first identified in B-treated *Citrus sinensis* (tolerant) and *C. grandis* (intolerant) leaves via high-throughput sequencing. Candidate miRNAs were then verified with molecular and anatomical approaches. The results showed that 51 miRNAs in *C. grandis* and 20 miRNAs in *C. sinensis* were differentially expressed after B-toxic treatment. MiR395a and miR397a were the most significantly up-regulated miRNAs in B-toxic *C. grandis* leaves, but both were down-regulated in B-toxic *C. sinensis* leaves. Four auxin response factor genes and two laccase (LAC) genes were confirmed through 5′-RACE to be real targets of miR160a and miR397a, respectively. Up-regulation of *LAC4* resulted in secondary deposition of cell-wall polysaccharides in vessel elements of *C. sinensis*, whereas down-regulation of both *LAC17* and *LAC4*, led to poorly developed vessel elements in *C. grandis*. Our findings demonstrated that miR397a plays a pivotal role in woody *Citrus* tolerance to B-toxicity by targeting *LAC17* and *LAC4*, both of which are responsible for secondary cell-wall synthesis.

Boron (B), an essential micronutrient, plays a crucial role in plant growth and development as well as sexual reproduction^1^,^2^. It is involved in the formation of the primary cell wall^3^, membrane integrity^4^,^5^ and cell-wall structure^6^ and participates in diverse physiological and biochemical processes, including cell-to-cell signalling^7^, secondary metabolism^8^, and gene expression^9^, in higher plants. However, our knowledge of the exact role of B in intercellular processes is still limited.

Given that the concentration range from deficiency to toxicity is narrower for B than for any other plant essential nutrient^10^, B-deficiency^11^ and/or B-toxicity^12^,^13^ can easily be observed in diverse plant species, including *Citrus* species. B-deficiency can be corrected by applying B fertilizers. However, improper application of B fertilizer leads to B-toxicity^13^,^14^. In agricultural lands in different regions of the world, B-toxicity often occurs in B-rich soils or in soils where B accumulates due to a continual inflow of desalinated irrigation waters or industrial pollutants that are rich in B, resulting in a low yield and poor quality of many crops and horticultural plants^12^,^15^. However, the molecular basis of B-toxicity in *Arabidopsis thaliana* was not reported until recently, by Aquea *et al.*^16^. These authors found that B-toxicity induced the expression of genes related to ABA signalling but repressed the expression of genes encoding water transporters, triggering a water-stress response associated with root growth inhibition.

Plant tolerance to B-toxicity varies widely among species and/or cultivars^12^,^13^,^17^,^18^. However, the mechanisms underlying tolerance to B-toxicity in plants are still controversial. The most widely accepted theory, suggested for herbaceous plant species, is that there is a reduction of intercellular B levels through B efflux transporters. In barley (*Hordeum vulgare*), for instance, up-regulation of the B efflux transporter *BOR1* in the roots decreases the absorption of B from soils^15^,^19^,^20^, whereas up-regulation of *BOR2*, which is homologous to *BOR1*, in the leaves leads to transport of B out of symplasts and into apoplasts^17^,^18^. Similarly, down-regulation of another efflux transporter, nodulin-like intrinsic protein (NIP) in roots can also decrease B transport from roots to shoots, thus reducing B accumulation in aboveground plant parts^21^. However, a recent physiological study by Landi *et al.*^22^ indicated the involvement of photoprotection by foliar anthocyanins in the tolerance mechanisms of sweet basil (*Ocimum basilicum*) to B-toxicity.

In *Citrus*, B-toxicity mainly occurs in the leaves and has little phenotypic effect on the roots. Although similar total B levels have been observed in the leaves or roots of tolerant and intolerant species, free B levels are significantly lower in the leaves of tolerant species than in those of intolerant species^23^. Nevertheless, transcriptome^24^ and proteome analyses^25^ have not yet identified any differentially expressed genes homologous to either *BORs* or *NIPs* from B-toxic *Citrus* leaves or roots. Further anatomical studies showed that the effects of B-toxicity on leaf structure are mainly limited to leaf veins. B-toxicity results in intensive exocytosis, accompanied by cell-wall thickening in the phloem of tolerant *C. sinensis* but induces cell death of phloem tissue through autophagy in intolerant *C. grandis*^23^. Our previous studies suggested that other mechanisms of tolerance to B-toxicity might exist in woody *Citrus* plants.

MicroRNAs (miRNAs) are 21–24 nucleotide (nt) small RNAs generated from non-coding RNA genes. As important post-transcriptional regulators, miRNAs have been shown to negatively regulate gene expression by directing the slicing of target mRNAs in the central portion of complementary regions^26^ or through inhibition of target mRNA translation^27^,^28^. Evidence demonstrates that plant miRNAs play a crucial role in the regulation of plant growth and development as well as the response to biotic and abiotic stresses^29^,^30^,^31^,^32^. For example, in *A. thaliana*, miR399 has been experimentally proven to maintain phosphorus (P) homeostasis by regulating *UBC24* transcript levels^33^, whereas miR395 mediates the regulation of sulfate (S) accumulation and allocation by targeting *APS* and *SULTR2;1*^34^, respectively. Up-regulation of such miRNAs under P- or S-deficiency suggests that miRNAs are involved in the adaptive responses of plants to nutrient stress. Recently, two additional reports, by Ozhuner *et al.*^35^ for barley and Lu *et al.*^36^ for *Citrus*, indicated that a number of miRNAs are up- or down-regulated under either B-toxic or B-deficient conditions, suggesting that miRNA expression could also respond to micronutrient-related stress. Nevertheless, little information about B-toxicity-responsive miRNAs is available in woody plants.

With the objective of exploring the mechanism of tolerance to B-toxicity in woody plants, we report high-throughput sequencing data (Illumina) in addition to a bioinformatic analysis of small RNAs from the leaves of B-tolerant and B-intolerant *Citrus* species treated with different B levels. Predicted targets of the candidate miRNAs were then verified using modified 5′-RACE and quantified via qRT-PCR. On this basis, two validated target genes that function in cell-wall metabolism were anatomically verified. Our results indicated that miR397a plays a pivotal role in the tolerance of woody *Citrus* to B-toxicity by targeting genes that are responsible for secondary cell-wall synthesis.

## Results

### Plant growth

As we previously reported, in *C. grandis*, B-toxicity leads to progressive basal-to-top development of toxic symptoms in the leaves, beginning with tip yellowing, followed by marginal and interveinal chlorosis, and finally, senescence and abscission. However, no visible symptoms were observed in *C. sinensis* leaves under the same conditions, suggesting that *C. sinensis* is more tolerant to B-toxicity than *C. grandis*.

### Primary data analysis of sequences from small RNA libraries

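Leaf small RNA libraries were made from *C. grandis*, which is intolerant to B-toxicity, and *C. sinensis*, which is tolerant, after 15 weeks of nutrient solution containing 10 μM (control) or 400 μM (B-toxic) boric acid. The paper gives the seedlings' age as 11 weeks, whereas the sample labels give 5 weeks at transplanting and a further 10 weeks before treatment began. RNA of 5 replicates per condition was mixed before library construction, so each of the 4 conditions had 1 library and there were no replicates. Tests on the reads of 2 libraries therefore compared these libraries and not the conditions, and no interval covered more than counting error. The authors removed adaptors, low-quality reads and reads of other RNA classes, searched for known miRNAs in miRBase, predicted stem-loop precursors on the *C. clementina* genome with MTide, and deposited the number of reads of each mature sequence at each precursor locus without normalization. How a read matching several loci was assigned is not given in the sources used here, but 69 mature sequences were listed at more than 1 locus, of which 39 had identical and 30 had unequal counts at their loci. Reads of the former were therefore counted repeatedly. Some of the latter had nearly equal counts, such as 5362 to 5366 reads over the 4 libraries at 3 loci, so most of those reads were counted repeatedly as well. For others, such as a sequence with 92650 and 122710 reads at 2 loci, how reads were assigned is not known. The 699 loci held 373890 mature reads in control and 325441 in B-toxic *C. grandis*, and 346600 in control and 243277 in B-toxic *C. sinensis*. These totals were 3.27%, 3.90%, 3.10% and 2.97% of the clean reads that the paper lists for the same libraries in Table 1. A count of 0 allowed up to 3 reads, or 8.02, 9.22, 8.66 and 12.3 RPM in that order, where RPM are reads scaled to the total of mature reads in each library, of which the 3 loci with the most reads held 164298, 145167, 195052 and 128996 reads. Reads of sequences that were not assigned to a miRNA locus were not analysed here.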

The total numbers of raw reads generated from B-sufficient and B-toxic libraries via Solexa deep sequencing were 20,680,130 and 16,889,149 for *C. grandis* and 19,886,678 and 13,833,254 for *C. sinensis*, respectively. After removing adaptor sequences and filtering out low-quality and ‘N’-containing reads, 11,438,525 (55.31%) and 8,350,155 (49.44%) clean reads were retained from the B-sufficient and B-toxic libraries of *C. grandis* and 11,188,651 (56.26%) and 8,185,253 (59.17%) from those of *C. sinensis*, respectively. The numbers of unique clean reads generated from the libraries of the same species subjected to different B treatments were 1,988,267 (9.61%) and 1,350,479 (8.00%) in control and B-toxic *C. grandis* leaves and 1,593,866 (8.01%) and 1,214,103 (8.77%) in control and B-toxic *C. sinensis* leaves, respectively. The annotation of the sRNAs is shown in Table 1.

Based on the constructed library datasets, it was observed that the unique clean reads exhibited an uneven length distribution, with the majority (~85%) ranging from 18 to 24 nt in length (Supplementary Fig. 1). Among the unique clean reads, sRNAs of 21 nt were the most abundant, followed by those of 24, 20 and 22 nt. Further analysis revealed that on average, up to 8.23% of the 21 nt sequences, but only 1.25% of the 24 nt sequences, in the four libraries mapped to the *C. clementine* genome and were assigned to miRNAs, suggesting that 21 nt-long sRNAs are the most important miRNAs in *Citrus* plants. These results were consistent with previous reports by Song *et al.*^37^ for *C. trifoliate* and Yin *et al.*^38^ for soybean [*Glycine max* (L.) Merr.]. One of the important characteristic features of miRNAs is their initial 5′-uridine^39^. Here, 81.26 ± 3.11% of the 21 nt-long sRNAs in our four libraries started with a 5′ uridine, whereas 55.36 ± 3.82% of the 24 nt-long sRNAs began with a 5′ adenosine (Supplementary Fig. 2). Nevertheless, B-toxicity resulted in more 21 and 24 nt reads in *C. grandis* and fewer 20, 21 and 24 nt reads in *C. sinensis*.

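Among the mature miRNA reads of the 699 loci, which are a small part of all sRNA reads, 95.4% ± 0.625 (SD over the 4 libraries) of the 21 nt reads started with U. The share was 96.1% of 185351 reads in control *C. grandis*, 95.7% of 153777 in B-toxic *C. grandis*, 94.7% of 210693 in control *C. sinensis* and 95.2% of 129912 in B-toxic *C. sinensis*. It rested on abundant sequences, since by number of loci with a read 59.6% of the 21 nt miRNAs started with U. Of the 24 nt reads, 63.8% ± 19.6 (SD over the 4 libraries) started with A. The exact binomial 95% interval was 78.8 to 79.6% in control and 81.8 to 82.6% in B-toxic *C. grandis*, but 48.4 to 49.8% in control and 44.2 to 45.5% in B-toxic *C. sinensis*. These intervals are too narrow even for counting error, because reads counted at several loci entered repeatedly. With each sequence counted once, the 24 nt reads numbered 17707, 13440, 19010 and 20190 in the same order. By reads, the gap between the species was larger than that between the libraries of a species, but most of it came from acggcuggaugcaacuguggcacg, which was listed at 10 loci and made up 22595 of 41804 and 22499 of 36449 reads of 24 nt in *C. grandis*, against 924 of 20747 and 1009 of 21926 in *C. sinensis*. Without this sequence, an alternative chosen after seeing the data, the shares were 54.7%, 53.5%, 46.7% and 42.2% in the same order. The gap was not seen by number of loci, with 54.2%, 53.2%, 54.5% and 54.7%, and with each sequence counted once the means were 66.9% in *C. grandis* and 44.9% in *C. sinensis*. With acggcuggaugcaacuguggcacg also left out, again chosen after seeing the data, these means were 60.7% and 44.6%. Most of the gap thus came from this sequence only while it was counted at 10 loci.

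**Figure D1:**
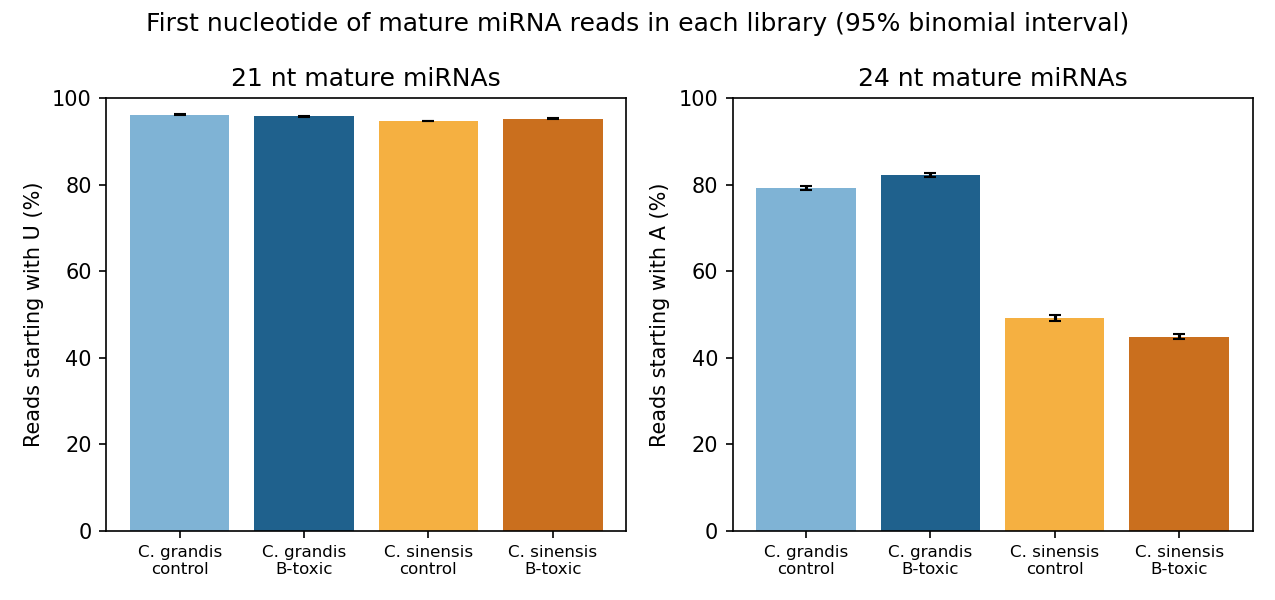
Share of 21 nt mature miRNA reads starting with U (left) and of 24 nt mature miRNA reads starting with A (right), in percent, with 1 bar per library and exact binomial 95% intervals. The intervals take reads counted at several loci as independent and are therefore too narrow. The 21 nt shares lie close together, whereas the 24 nt shares of *C. grandis* lie above those of *C. sinensis*.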

### Identification of conserved and non-conserved miRNAs using sRNA libraries and bioinformatic analysis

To identify known miRNAs, the sequences of the clean reads from the four sRNA libraries were aligned with known miRNAs from other plant species in miRBase 21. A total of 750,280 perfectly matched unique sequences were found to be orthologues of 221 reported miRNA families. These conserved miRNAs were assigned to 387 putative precursors, which showed dramatic variations in copy number ranging from 2 to 29,727, indicating a significant discrepancy in their accumulation in *Citrus* (Supplementary Dataset S1). It is worth mentioning that many conserved miRNAs in the *Citrus* genome have more than one locus (Supplementary Fig. 3); such loci can be located on different chromosomes containing different precursor sequences, and mature miRNAs can arise from either the 5′ or 3′ arms of precursors (Fig. 1a). In addition, we identified a number of single-base variants of miRNAs in the four sRNA libraries. Such miRNAs exhibited moderate read counts; hence, they may not be derived from occasional sequencing errors, indicating that single nucleotide polymorphisms (SNP) of miRNAs might exist in plants, as reported previously^39^.

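The 387 conserved loci carried 750280 mature reads, with a median of 24 reads per locus over the 4 libraries. All reads on the precursor ranged from 2 to 209216 per locus, and reads of the mature sequence alone from 1 to 208625. At least 10 mature reads were found at 260 of these loci. Grouped by the number in their homology label, the loci fell into 219 families. The conserved locus with the most reads was scaffold_1_126346, a homologue of cre-miR908.3 (ccuacgucgcucagauucgu), with 58490 reads in control and 53901 in B-toxic *C. grandis*, and 56891 in control and 39343 in B-toxic *C. sinensis*. It was followed by scaffold_9_1471670, a homologue of ath-miR165a (ucggaccaggcuucauucccc), with 45011, 34103, 28453 and 15143 reads in the same order. Counting each mature sequence once left 320 conserved sequences.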

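A total of 42 conserved mature sequences were listed at more than 1 locus. They accounted for 109 conserved loci, with up to 6 loci per sequence, and 33 of them lay on more than 1 scaffold. The mature sequence lay closer to the 5′ end of the precursor at 194 conserved loci and closer to the 3′ end at 193. Members of 36 families had mature sequences on both sides. The locus identifiers are given as the authors' table lists them, since no genome sequence was used here.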

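Comparison of all distinct mature sequences of equal length found 10 pairs that differed by a single substitution, involving 18 sequences. The rarer sequence of a pair had a median of 103.5 reads over the 4 libraries, with a range from 15 to 4028. In 1 of these pairs the rarer sequence had under 1% of the reads of the other. The counts do not separate a genomic variant from a second locus, because both give a mature sequence of its own.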

As small functional units, the biological functions of miRNAs may be altered by single nucleotide shifts in their precursor sequences, and in mature miRNA sequences in particular, driving the evolution of new miRNAs^40^. Elucidating the sequence variations of conserved miRNA isoforms could be quite helpful in the investigation of miRNA evolution in plants. Sequence alignment revealed that both SNPs and length differences of miRNAs (miR-LDs) could be observed (Fig. 1b; supplementary Fig. 4). In most miRNAs, the mature sequences of a given family exhibit a divergence of 1–3 nucleotides at both ends of the sequence. Seed sequences generally remain highly conservative, and SNPs are mainly located at mismatch positions. For example, the SNP sites observed in miR156/157 were identical or quite similar, causing diverse members of this miRNA family to target identical or similar genes, thus showing functional conservation (Fig. 1b,c). In contrast, the situation for the miR170/171 family was found to be complicated, with multi miR-LDs accompanied by divergent SNP sites potentially causing mismatches of miRNA-mRNA binding sites, resulting in changes in or loss of their target genes (supplementary Fig. 4) and even potential generation of new miRNAs^39^. These phenomena are consistent with previous reports on the miRNAs of both plants and animals^39^,^40^,^41^,^42^.

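The miR156/157 family had 11 loci with 8 mature sequences of 20 or 21 nt and 27212 reads in total. Most reads came from scaffold_1_84815 (uugacagaagagagugagcac, 13150 reads) and scaffold_1_162521 (ugacagaagagagugagcac, 12100 reads), which are identical over their 20 shared nucleotides. Counted from the 5′ end of the latter, 10 loci lay within 3 substitutions, none of them at positions 2 to 8 and the first at position 11. The variants with the next highest counts were scaffold_1_67512 with U14A and C18U (1016 reads) and scaffold_1_49268 with U14G and C20U (423 reads). The sequence uugacagaagauagagagcac, with G11U and U14A, was listed at 4 loci of scaffold 2 with the same 51 reads at each.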

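The family of miR170 and miR171 had 13 loci with 11 mature sequences between 18 and 24 nt long. Only 4 loci lay within 3 substitutions of scaffold_2_287030 (ugauugagccgugccaauauc, 153 reads), namely this locus, its copy scaffold_5_990825 (90 reads), scaffold_1_74299 with U12C (524 reads) and scaffold_2_309620 with U12C and C14U (454 reads), where positions are counted from the 5′ end of the first. The other members had up to 12 substitutions. Of the 36377 reads of the family, 35144 came from the 6 loci labelled as homologues of mdm-miR171o, and 32620 of these from scaffold_2_217057 (ggggauguagcucagauggu), which had 10 substitutions over 18 aligned nucleotides.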

The remaining non-annotated sequences (538,928 reads; Supplementary Dataset S1) were assigned using MTide software (http://bis.zju.edu.cn/MTide/) for novel miRNA prediction. 

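These reads fell on 312 non-conserved loci with 259 distinct mature sequences and a median of 53 mature reads per locus. At least 10 mature reads were found at 251 of them. The locus with the most reads was scaffold_2_271215 (uucuuauucagugacuguuua), which had 60797 reads in control and 57163 in B-toxic *C. grandis*, and 109708 in control and 74510 in B-toxic *C. sinensis*.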

Finally, 312 candidate novel miRNAs were identified, and their characteristic hairpin structure formation ability was predicted. Considering that the availability of less stable anti-sense miRNA (miRNA*) sequence, indicating precise excision of a discrete miRNA/miRNA* duplex from the stem-loop precursor, is an important criterion for the validation of novel miRNAs^43^, we also searched for miRNAs* in our datasets; 261 miRNAs* (83.65%) for new *Citrus* miRNA candidates were found, providing evidence supporting them as new miRNAs. 

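The deposited counts list all reads of a precursor beside those of its mature sequence. Reads beyond the mature sequence were present at 284 of the 312 non-conserved loci (91.0%), although such reads include any other fragment of the precursor as well as the miRNA*. The copy of Supplementary Dataset S1 used here holds 693 of the 699 loci and 311 of the non-conserved ones, of which the paper marks 259 as having a miRNA* and 52 as having none. Of these 52 loci, 28 had no read beyond the mature sequence and 24 had such reads. Loci that the paper marks with a miRNA* had a median of 56 mature reads, against 37.5 at the loci without.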

The remaining 51 predicted miRNAs without corresponding miRNAs* can be considered potential novel miRNAs based on the dominance of their read counts from one arm of the predicted stem-loops^43^ and the low detectability of corresponding miRNAs* for a large number of candidate miRNAs that exhibited only a few reads^39^,^44^. However, further verification approaches will be needed.

### Differential expression of miRNAs under B-sufficient and B-toxic conditions

IDEG6 was applied for the analysis of differentially expressed miRNAs^45^ because we used mixed samples for sRNA library construction and sequencing, without biological replicates. Our results showed species specificity of the miRNA expression patterns in the two *Citrus* species, even under different B levels (Fig. 2). However, our real interest was in miRNAs that were either shared by or specific to the two *Citrus* species, or were differentially expressed in response to different B treatments. 

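Across the 699 loci, Spearman's correlation of the read counts was 0.920 between the *C. grandis* libraries and 0.919 between the *C. sinensis* libraries. Between the species it was 0.750 to 0.785. The gap of 0.133 between the lowest value within a species and the highest between species stayed at 0.0934 to 0.171 (95% range) in 1000 draws of loci with replacement, although loci are not independent replicates. Among loci with at least 10 reads the gap was 0.187. With edgeR's quasi-likelihood test, which used the 2 libraries of each species and kept 349 loci, 110 loci differed between the species at an FDR below 0.05, 55 higher in *C. sinensis* and 55 higher in *C. grandis*. Without TMM the split was 45 and 84. The count depended most on the filter, since 158 loci were called without one. The test had 1 residual degree of freedom. No locus was called for a B response common to both species in the same model (0 of 349 by adjusted and 7 by unadjusted p-value below 0.05), and DESeq2 called 0 and 5. Other settings of edgeR called 1 locus without TMM, 4 without a filter and 2 with each sequence counted once. These counts do not show that a common response was absent. The spread in this model includes any difference of the B response between the species, which makes a common response harder to call.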

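Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment was applied to the reads of each locus, and a locus was called at an FDR below 0.01 and a ratio of at least 2. In *C. grandis*, 45 of 638 loci with a read were called, 24 higher and 21 lower in the B-toxic library. In *C. sinensis*, 12 of 640 were called, 9 higher and 3 lower. The called loci had 38 and 9 distinct mature sequences, respectively. The counts moved to 112 and 57 with no limit on the ratio. Mixed RNA does not show the spread between plants. With an assumed biological coefficient of variation of 0.2 between libraries in edgeR's exact test, 10 loci were called in *C. grandis* and 6 in *C. sinensis*, and with 0.4 only 3 and 0. Each library mixed the RNA of 5 replicates, so these values stand for a larger spread between single replicates. Scaling changed the split in *C. grandis* to 34 higher and 7 lower with the clean reads of Table 1 and to 26 and 11 with DESeq2's size factors. In *C. sinensis* it became 8 and 5 with edgeR's TMM and 7 and 5 with DESeq2's size factors. Among called loci with at least 10 reads, large ratios in *C. grandis* included that of ci-miRN13 (scaffold_2_316243, caguuuuaaaauuuucucaga), which rose from 2 to 91 reads, a log2 ratio of 5.71 (95% interval 3.81 to 8.78). Others were ci-miRN24a (scaffold_6_1058084, 9 to 256 reads, log2 ratio 5.03, interval 4.08 to 6.18) and ci-miRN5 (scaffold_5_758660), which fell from 84 to 0 reads and was at least 24.4-fold lower against 3 reads (95% interval of the log2 ratio up to -4.28), a bound that sets no order among them. Fewer reads lay behind the ratios of ci-miRN6 (scaffold_6_1058085), with 1 and 16 reads and a log2 ratio of 4.20 (1.51 to 9.59), and ci-miRN20 (scaffold_9_1535429), with 1 and 13 reads and a log2 ratio of 3.90 (1.17 to 9.31). In *C. sinensis* miR847 (scaffold_7_1148413) had 1 and 13 reads, a log2 ratio of 4.21 (1.48 to 9.62). There ci-miRN23 (scaffold_1_11546, ucgaauggauaaugaacgugu) fell from 3057 to 253 reads (log2 ratio -3.08, -3.28 to -2.90), and ci-miRN3a, listed at 4 loci, rose from 503 to 2167 reads (2.62, 2.48 to 2.76). The homologue of ath-miR823 (scaffold_3_380400) rose from 20 to 39 reads (1.47, 0.66 to 2.33) and was not called with DESeq2's size factors.

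**Figure D2:**
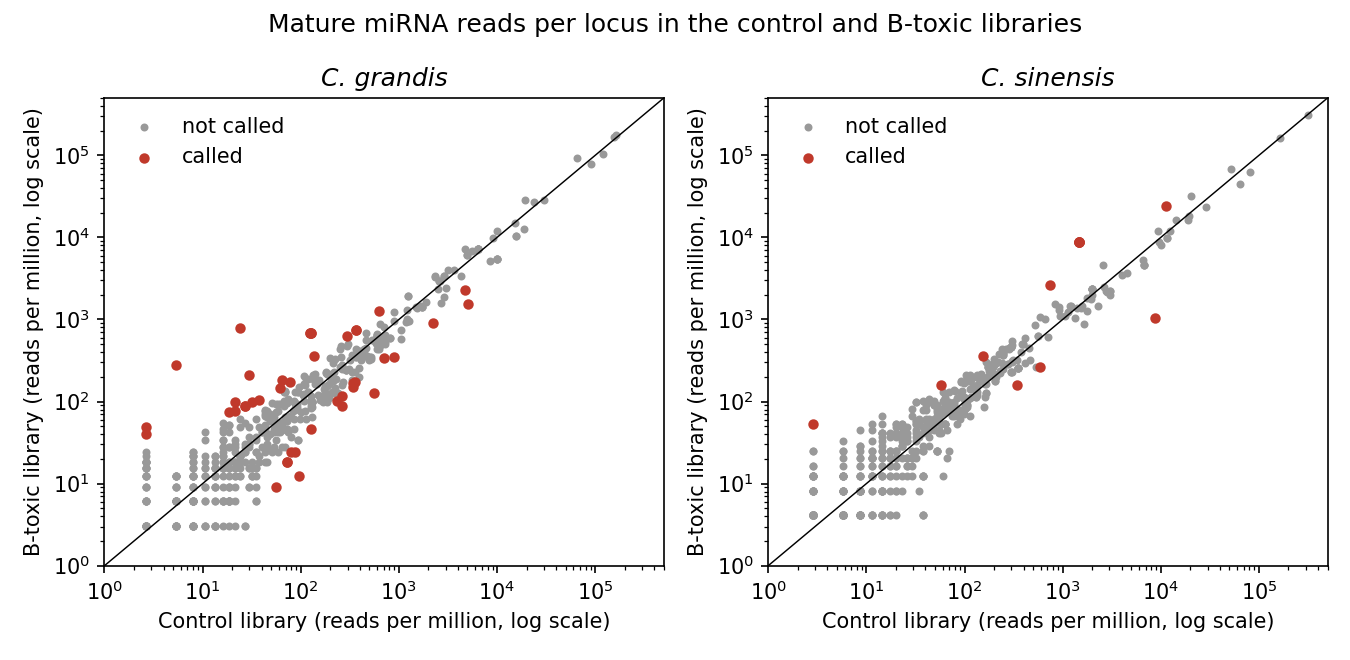
RPM of each locus in the control library (horizontal axis, log scale) and the B-toxic library (vertical axis, log scale) of *C. grandis* (left, 555 loci) and *C. sinensis* (right, 520 loci), with 1 point per locus that had reads in both libraries, the called loci in red and a line of equal values. The 2 called *C. grandis* loci with 0 reads in 1 library are not drawn.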

We compared the miRNA expression levels in each species after treatment with different B levels and identified 51 (25 up- and 26 down-regulated) and 20 (16 up- and 4 down-regulated) differentially expressed miRNAs in *C. grandis* and *C. sinensis*, respectively, after B-toxic treatment. 

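The homologue of osa-miR5156 (scaffold_5_788031, ugccuguaugauuggagauaugug) had 11 reads (29.4 RPM) in control and 0 in B-toxic *C. grandis*, so that it was at least 3.19-fold lower against 3 reads (Fisher's exact test, FDR 0.00753). The exact 95% interval of the log2 ratio, which also covers the error of the 11 reads, reached up to -1.13. It was not called when the libraries were scaled to the clean reads or to DESeq2's size factors. Both *C. sinensis* libraries had 0 reads, which allowed up to 8.66 RPM in the control and 12.3 RPM in the B-toxic library.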

Among the differentially expressed miRNAs, one conserved miRNA (miR5156) expressed in *C. grandis* was species specific but was repressed under B-toxic conditions. 

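The non-conserved ci-miRN4 (scaffold_2_176533, aagcuggacuuguggagagugugc) fell from 209 to 41 reads in *C. grandis*, a log2 ratio of -2.15 (95% interval -2.67 to -1.66, FDR 2.76e-22 by Fisher's exact test). Reads rose from 258 to 634 in *C. sinensis*, a log2 ratio of 1.81 (1.60 to 2.02, FDR 1.03e-70). It was the only locus called in both species, and 2 loci were called in both when the libraries were scaled to the clean reads. An exact conditional test of equal ratios in the 2 species, adjusted over 579 loci, gave an FDR of 2.72e-64 for ci-miRN4. A call in a single species did not by itself show a difference between species. Of the 42 loci called in *C. grandis* that had reads in both species, 17 differed between the species at an FDR below 0.01, and of the 12 called in *C. sinensis*, 9 did. Under the other scalings 15 or 16 of the former and 9 of the latter did.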

Another novel miRNA (ci-miRN4) exhibited opposite expression patterns in the two species, whereas the rest were significantly up- or down-regulated only in either *C. grandis* or *C. sinensis* (Supplementary Dataset S2).

### Validation of miRNA expression patterns through Illumina sequencing

To confirm the consistency of the deep sequencing results and comparative analyses, we verified the expression patterns of 20 miRNAs using stem-loop qRT-PCR. Among the differentially expressed miRNAs, miR395a and miR397a were the most significantly up-regulated in B-toxic *C. grandis* leaves, but both were down-regulated in B-toxic *C. sinensis* leaves (Fig. 3). 

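In the sequencing data, miR395a (cugaaguguuugggggaacuc) was listed at 4 loci, and its count at scaffold_3_446075 rose from 47 to 223 reads in *C. grandis*, a log2 ratio of 2.45 (95% interval 1.99 to 2.93, FDR 5.67e-33 by Fisher's exact test). In *C. sinensis* it had 13 and 3 reads, a log2 ratio of -1.60 whose interval of -4.06 to 0.26 includes no change (FDR 0.299). The deposited counts list miR397a at scaffold_6_1101840 as a homologue of osa-miR397b with the sequence uuauugagugcagcguugau, whereas Supplementary Dataset S1 gives ucauugagugcagcguugau for the same locus and counts, which is U2C counted from the 5′ end. It rose from 11 to 69 reads in *C. grandis*, a log2 ratio of 2.85 (1.92 to 3.92, FDR 3.14e-12). With 0 reads in the control and 2 in the B-toxic library of *C. sinensis*, a fall was not detectable at this depth, and no rise was called. Both miRNAs were still called in *C. grandis* with an assumed coefficient of variation of 0.2, and neither with 0.4.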

Overall, the qRT-PCR results were similar to those from direct sequencing in 82.5% of cases. The exceptions were miR847, miR395a and miR160a in *C. sinensis* and miR6232a, miR2622.2, miR160a and a non-conserved ci-miRN16 in *C. grandis* (Fig. 3, Supplementary Dataset S2). Among these miRNAs, ci-miRN16 was down-regulated under B-toxicity when assayed via qRT-PCR, whereas it was up-regulated according to direct sequencing. This discrepancy may have resulted from the adaptor linkage efficiency in deep sequencing or PCR bias before sequencing^38^.

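The direction of the sequencing ratio, whatever its size, was set beside the direction read by eye from Fig. 3 for the 20 assays in both species. Cases with 3 reads or fewer in both libraries, miR397a and ci-miRN13 in *C. sinensis*, were left out. It was the same in 27 of 38 cases, and in 28 under each of the other 3 scalings. Of the 15 changes marked as significant in Fig. 3, 13 had the same direction in sequencing, and the others were miR160a and ci-miRN16 in *C. grandis*. Of the 17 ratios called in sequencing, 14 had the direction of Fig. 3. In *C. grandis*, miR160a (scaffold_2_331813, ugccuggcucccuguaugccg) rose from 95 to 144 reads, a log2 ratio of 0.80 (0.42 to 1.19), which was below the ratio limit, and it was called when the libraries were scaled to the clean reads (1.05). In *C. sinensis* it fell from 119 to 39 reads, a log2 ratio of -1.10 (-1.66 to -0.57). The reverse transcription primer of the miR160a assay in Supplementary Table 1 matched not this locus but scaffold_6_1021446 (ugccuggcucccuguaugcuu), which differs by C20U and G21U counted from the 5′ end. This locus had 450 and 420 reads in *C. grandis* and 567 and 214 reads in *C. sinensis*, log2 ratios of 0.10 (-0.09 to 0.30) and -0.90 (-1.13 to -0.67).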

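By sequencing, ci-miRN16 (scaffold_6_1047339, cuggaugcaacugugguacgg) rose from 236 to 418 reads in *C. grandis*, a log2 ratio of 1.02 (95% interval 0.79 to 1.26, FDR 1.06e-17 by Fisher's exact test). It lay close to the ratio limit, and with each mature sequence counted once its log2 ratio was 0.98 and it was not called, whereas the ratio was 1.28 with the clean reads and 1.17 with DESeq2's size factors. The count in *C. sinensis* rose from 105 to 133, a log2 ratio of 0.85 (0.47 to 1.23).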

### Prediction of targets for differentially expressed miRNAs through GO analysis

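Comparing control with B-toxic libraries within each species and the species at each B level, 226 loci (102 conserved and 124 non-conserved) were called in at least 1 of the 4 comparisons. Between the control libraries of the 2 species 163 loci were called, 44 higher and 119 lower in *C. sinensis*, and between the B-toxic libraries 158 were called, 61 higher and 97 lower. These splits depend on scaling, an alternative chosen here after seeing the data, with 62 higher and 76 lower (control) and 85 higher and 73 lower (B-toxic) by edgeR's TMM, 77 and 65 and then 84 and 73 by DESeq2's size factors, and 42 and 125 and then 43 and 126 by the clean reads. The comparisons share libraries, so their calls are not independent. With the Audic-Claverie probability of exactly the observed pair of counts, an alternative chosen for this count after seeing the data, 263 loci were called.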

Here, a total of 751 genes were predicted for 257 differentially expressed conserved and non-conserved miRNAs among the four libraries using bioinformatics. Because of the species and/or lineage specificity of miRNA expression in diverse plants and animals^46^,^47^,^48^,^49^,^50^,^51^, miRNAs that are specifically expressed in either *C. grandis* or *C. sinensis* and consistently expressed under B-sufficient and B-toxic conditions might be involved in the differences between the two *Citrus* species under B-toxic stress. However, the majority of such species-specific miRNAs are non-conservative and have no predicted targets. 

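Reads in both libraries of 1 species and none in the other species were found at 43 loci, 22 of *C. grandis* (9 conserved and 13 non-conserved) and 21 of *C. sinensis* (12 conserved and 9 non-conserved). The count depended on the limit, with 18 loci when at least 5 reads were required in both libraries and 108 when 1 read was tolerated in each library of the other species. Non-conserved loci were 51.2% of the 43. The median was 9 reads per locus, so absence in the other species was for many of them not detectable at this depth. The highest counts were those of the non-conserved scaffold_2_310050 (aucccccucccagcuacaguaccc), with 83 and 108 reads in control and B-toxic *C. grandis*, and of scaffold_3_583479, a homologue of mtr-miR2111l (uuccuuggauugucuugcauc), with 105 and 76 reads in control and B-toxic *C. sinensis*. Targets were not analysed here.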

To better understand how miRNAs function in the response/adaptation of *Citrus* to long-term B-toxic stress, we therefore focused on target genes predicted from miRNAs that showed a discrepancy between B-sufficient and B-toxic conditions in each species. Finally, 102 (71 for *C. grandis* and 31 for *C. sinensis*, respectively) genes were obtained from the 71 (51 and 20 for *C. grandis* and *C. sinensis*, respectively) differentially expressed miRNAs identified in leaves (Supplementary Dataset S3). It is noteworthy that one miRNA might have several potential targets, which may either belong to the same family (e.g., genes targeted by miR397a) or have distinct predicted functions (e.g., genes targeted by miR847); conversely, a single gene can be targeted by several miRNAs, some of which are up-regulated, whereas others are down-regulated (e.g., *Ciclev10010074m* was predicted to be targeted by both miR6232a and ci-miRN16, which were down- and up-regulated, respectively, in *C. grandis*).

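In *C. grandis*, miR6232a (scaffold_9_1471032, uggauguaacuguggcacggu, listed at 3 loci) fell from 264 to 110 reads, a log2 ratio of -1.06 (95% interval -1.40 to -0.74, FDR 2.32e-10 by Fisher's exact test). The same sequence did not fall at its other loci in *C. grandis*, with 25 and 33 reads at scaffold_5_893398 (log2 ratio 0.60, FDR 0.323) and 16 and 22 reads at scaffold_3_571750 (0.66, FDR 0.445). At scaffold_9_1471032 it was below the ratio limit when the libraries were scaled to the clean reads (-0.81) or to DESeq2's size factors (-0.92). The counts of *C. sinensis* there were 533 and 332 reads, a log2 ratio of -0.17 (-0.37 to 0.03). Aligned over 20 nucleotides and counted from the 5′ end of miR6232a, the sequence of ci-miRN16 differs by U7C and C16U.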

GO categories were then assigned to all the predicted targets according to the cellular component, molecular function and biological process categories (Fig. 4). The results indicated that noticeable changes in the sample frequencies of the GO terms, in which the potential targets of miRNAs that were differentially expressed under B-toxic stress were enriched, appeared between the two *Citrus* species in 5 categories. These categories were macromolecular complexes, extracellular regions and the membrane-enclosed lumen, which were classified as cellular components, and transport activity and structural molecule activity, which were classified as molecular functions.

### qRT-PCR relative expression analysis of target genes

Eighteen genes targeted by 11 differentially expressed miRNAs (seven conserved and four novel miRNAs) were assayed via qRT-PCR. Only six genes exhibited the expected changes in mRNA levels, suggesting that they might be regulated via miRNA-mediated cleavage under B-toxic stress. Two genes targeted by miR164a and one targeted by miR160a were not detected in control leaves, despite being detected at extremely low levels relative to *actin* in B-toxic leaves. The expression of three other target genes was positively correlated with the levels of their corresponding miRNAs. The remaining six target genes maintained a relatively stable expression level (Table 2, Fig. 5a,b). Overall, our results are consistent with previous reports in *Citrus*^36^ and in *Arabidopsis*^52^, validating the low efficiency of expression profiles for predicting miRNA target genes.

### Verification of potential ci-miRNA target genes with RLM-RACE

To investigate the confidence of the predicted targets of miRNAs, we experimentally verified the cleavage of selected targets through modified 5′-RACE analysis. The RLM-5′-RACE procedure was successfully used to map the cleavage sites in six predicted miRNA target genes. *Ciclev10011194m*, *Ciclev10030860m*, *Ciclev10000695m* and *Ciclev10027901m* were confirmed as real targets of miR160a, and *Ciclev10038090m* and *Ciclev10011400m* were confirmed as real targets of miR397a because all the 5′-ends of the mRNA fragments mapped to the nucleotide that paired with the tenth nucleotide of each miRNA with a higher frequency than was observed for each pairing oligo (Fig. 5). *Ciclev10011194m* and *Ciclev10030860m* are homologous to the *Oryza sativa* auxin response factor (ARF) gene *ARF18*, whereas *Ciclev10000695m* and *Ciclev10027901m* are similar to *AthARF17*and *AthARF10*, respectively. *Ciclev10038090m* and *Ciclev10011400m* are similar to isoforms of *Laccase-17* (*LAC17*) and *LAC4*, respectively.

### The expression of miR397a affects cell-wall polysaccharide deposition in *Citrus* leaf veins

Given that both *LAC4* and *LAC17* contribute to secondary cell-wall synthesis in *Arabidopsis* stems and that *LAC17* is involved in the deposition of G lignin units in fibres^53^, we examined the cell-wall polysaccharides of vascular bundles in the two *Citrus* species treated with different B levels. In B-tolerant *C. sinensis*, the xylogens of vessel elements under B-toxic conditions were similar to those under B-sufficient conditions. Moreover, secondary deposition of cell-wall polysaccharides could often be observed in regions near the pits of vessel elements (Fig. 6a,c). Intriguingly, the components of the deposited secondary cell walls were so sensitive to the silver reagent that they appeared to be extremely condensed under transmission electron microscopy (Fig. 6c), suggesting a significant difference in their polysaccharide structure or biochemical components from those of xylogens. However, B-toxic treatment resulted in poorly developed vessel elements in *C. grandis*, with fewer silver particles deposited in the secondary cell wall (Fig. 6b,d).

## Discussion

As important post-transcriptional regulators, miRNAs have been extensively studied in the past several years. A great number of studies have demonstrated that miRNAs are involved in the adaptive responses of plants to various biotic and abiotic stresses^54^,^55^,^56^,^57^,^58^. However, only a few miRNAs that respond to B-toxic stress have been identified in barley^35^ thus far, and there are no reports of B-toxicity-responsive miRNAs in woody plant species. Systematic evaluation of miRNAs in *Citrus* under B-toxicity will provide insights into the mechanisms underlying the tolerance to and/or the molecular basis of B-toxicity in woody plants.

Here, through Solexa deep sequencing, a total of 699 (387 conserved and 312 novel) candidate miRNAs were identified from *Citrus* leaves treated with different B levels. Among the identified miRNAs, 51 (23 conserved and 28 novel) were differentially expressed in the B-toxicity-treated leaves of intolerant *C. grandis* and 20 (6 conserved and 14 novel) in those of tolerant *C. sinensis* (Supplementary Dataset S2), demonstrating that miRNAs play an important role in *Citrus* responses to B-toxicity.

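Of the loci called by Fisher's exact test in *C. grandis*, 20 were conserved and 25 non-conserved, and in *C. sinensis* 5 were conserved and 7 non-conserved. All of these loci are among the differentially expressed miRNAs of Supplementary Dataset S2. The number of libraries was 1 per condition in both species, so the larger count in *C. grandis* was not compared with a spread between plants. From the differentially expressed miRNAs of the 2 species, the paper concludes that miRNAs play an important role in the responses of *Citrus* to B-toxicity.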

### Sequence variations of miRNAs in *Citrus*

Variation in the seed sequences of miRNAs may be an important factor driving the evolution of miRNAs in plants^39^. As reported for *Arabidopsis*^40^,^41^,^42^, both miR-SNPs and miR-LDs appeared in identified miRNAs that were either conserved or non-conserved in *Citrus* (Supplementary Dataset S1). In most cases, the members of a miRNA family are located in clusters on different chromosomes, with identical SNP sites mostly being located beyond the seed sequences (i.e., miR156/157, Fig. 1b). However, some miRNA family members were found to show divergence in their locations and sequences (i.e., miR170/171, Supplementary Fig. 4), possibly due to the high heterozygosity of the examined species, which might have arisen as a result of long-term selection via cross-breeding in *Citrus*. 

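The homologue of ghr-miR156c (scaffold_3_470286, ugucagaagcuuagccaaau) differed by 11 substitutions over 20 nucleotides from the miR156a homologue at scaffold_1_162521 and was represented by 1 read, in the control *C. sinensis* library. The homologue of gma-miR171h (scaffold_3_411373, uuugagacuuguggagccuuu) differed by 10 substitutions over 19 aligned nucleotides from the miR170 homologue at scaffold_2_287030 and also had 1 read, in the same library. With a single read, expression in *C. sinensis* only could not be told from expression below the limit of the other libraries.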

Interestingly, some of the miRNAs (i.e., miR156c and miR171h) that exhibited extensive variations in sequences beyond the seed region (Fig. 1b; Supplementary Fig. 4) were expressed in a species-specific manner at extremely low levels (Supplementary Dataset S1) and presented no predicted targets, thus allowing plants to accumulate mutations under selective pressure for miRNA evolution, indicating that species specificity might be involved in miRNA evolution.

### Interactions between miRNAs and their predicted targets

At present, the most efficient way to assess and define the putative functions of a given miRNA in plants is target prediction using bioinformatics, which is based on the high degree of homology between miRNAs and their target sequences^59^. Using computational techniques, a total of 102 genes were predicted from 26 B-toxicity-responsive miRNAs in *Citrus* (Supplementary Dataset S3). As noted by Meyers *et al.*^43^, it is very difficult to validate the true targets of a given miRNA, and the outcomes of both our pRT-PCR and 5′-RACE assays were disappointing: only 6 of 18 (33.33%) selected target genes exhibited the expected changes in mRNA levels when examined via qRT-PCR (Table 2; Fig. 5a,b; Supplementary Dataset S1), and only 6 of 29 (20.69%) genes were confirmed as true targets cleaved via miRNA-mediated cleavage when RLM-5′-RACE analysis was applied.

The contradictions in our results might arise from the diversity of miRNA regulatory mechanisms as well as the complexity of the gene regulation network at a genomic scale. It has been known for quite some time that plant miRNAs regulate their specific target mRNAs via cleavage based on their near-perfect complementarity to their target genes^26^. However, it was not until very recently that Li *et al.*^28^ experimentally demonstrated translation inhibition of targets by miRNAs in *Arabidopsis*. These two theories of miRNA regulation, together, might explain most of our failures to validate miRNA targets using either the qRT-PCR or 5′-RACE approach.

It is interesting that some miRNA targets, such as *Ciclev10027901*, that were confirmed as real targets of miRNAs according to the 5′-RACE approach and were therefore expected to be negatively regulated at the transcription level were instead found to be positively expressed as their miRNA levels were increased according to qRT-PCR (Figs 3 and 5a). Considering that a single gene can be targeted by several miRNAs simultaneously and that another potential miR160a cleavage site, located approx. 60 bp downstream from the verified exact cleavage site, was identified in our 5′-RACE experiments, this contradiction might be attributed to the complex gene regulation network.

Nevertheless, our data and those of others^37^,^38^,^39^,^60^ support the prevailing model indicating that miRNAs regulate specific targets through cleavage in plants.

### MiRNAs associated with the response to B-toxicity

High-throughput sequencing technology has recently been successfully applied to identify miRNAs on a genomic scale in plants under either B-toxic (in barley leaves and roots)^35^ or B-deficient (in *Citrus* roots)^36^ stress. Unfortunately, the published expression profiles of miRNAs responsive to B-stress have little in common with ours. This difference might be due to the species specificity and spatio-temporal specificity of miRNA expression in plants. It could also be caused by different expression patterns of miRNAs in the leaves of barley and *Citrus* under B-toxicity, which might indicate different tolerance mechanisms between herbaceous and woody plants.

Among these differentially expressed miRNAs, miR395a and miR397a were confirmed by qRT-PCR to be the most significantly up-regulated and exhibited negative expression patterns between *C. grandis* and *C. sinensis* (Fig. 3) when exposed to B-toxicity. 

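The difference of the B effect between the species was tested by the exact conditional test. For miR395a the log2 ratio was higher in *C. grandis* by 4.05 (FDR 1.60e-05). For miR397a the 2 reads in *C. sinensis* did not allow a difference to be seen (FDR 1).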

In *Arabidopsis*, miR395 targets genes belonging to the ATP sulfurylase gene family^61^ as well as sulfate transporters^55^ to modulates sulfate accumulation and allocation^34^. In *Citrus*, miR395a was predicted to target *Ciclev10004931m*, described as 3-ketoacyl-CoA thiolase 2, which is presumed to respond to wounding or positively regulate the abscisic acid-activated signalling pathway. However, its predicted cleavage site was confirmed to be false via the 5′-RACE approach. Considering its high expression level and the fact that B-toxicity resulted in leaf senescence in *C. grandis*, miR395a might regulate its target *Ciclev10004931m* via translation inhibition.

Using 5′-RACE, we confirmed two genes (*LAC4* and *LAC17*) as real targets of miR397a. In *Arabidopsis*, *in vivo* expression analysis indicated that both miR397 and its targets (*LAC4* and *LAC17*) are mainly expressed in vascular tissues^53^,^62^; over-expression of miR397b causes a reduction of the lignification of vascular and interfascicular tissues^62^. Similarly, an increase in the expression of miR397a was accompanied by down-regulation of both *LAC4* and *LAC17* after B-toxicity treatment, leading to poor development of vessel elements in the vascular bundles of *C. grandis* (Fig. 6d), suggesting that both miR397a and its two targets might also be specifically expressed in vascular bundles in *Citrus*. Given that *LAC4* and *LAC17* cluster in different groups based on multiple amino acid sequence alignment^63^,^64^, they might have different biological functions. In a study by Wang *et al.*^62^, *LAC4* was found to be involved in lignin biosynthesis and the seed yield, whereas loss-of function single mutants of *LAC17* displayed no significant morphological changes. In the current study, *LAC17* remained at the same level, whereas *LAC4* was up-regulated approx. 2-fold in *C. sinensis* when treated with toxic levels of B. A PASH procedure performed on B-toxicity-treated leaf veins of *C. sinensis* revealed that secondary cell-wall polysaccharides in xylem parenchyma cells were deposited in regions near the pits of vessel elements but reacted differently to the silver reagent than did xylogen (Fig. 6a,c), suggesting that *LAC4* might have an additional function in secondary cell-wall synthesis. Thus, the modification of cell-wall structures and components in the xylem resulting from the modulation of both *LAC4* and *LAC17* by miR397a might play an important role in the *Citrus* response to long-term B-toxicity

Both miR160a and miR164a were significantly down-regulated in B-toxic *C. grandis* leaves (Fig. 3). Using bioinformatics, 6 ESTs homologous to the *ARF* gene family were predicted to be targeted by miR160a (Supplementary Dataset S3), among which Ciclev10000693m, Ciclev10000695m and Ciclev10000696m might be copies of the same gene with different chromosomal loci based on DNA sequence alignment and ORF prediction. Therefore, only *Ciclev10000695m* and the other 3 potential target genes were included in the subsequently experiments, and all were confirmed as real targets of miR160a. Based on the extensive documentation of the involvement of *ARFs* in auxin signalling^65^,^66^, miR160a might play a role in auxin signalling in the *Citrus* response to B-toxicity; however, it is difficult to draw a conclusion because of the opposite expression patterns of the four *ARF* genes (Fig. 5a). For miR164a, two genes, encoding a NAC domain protein (*Ciclev10008619m*) and polygalacturonase (*Ciclev10033386m*), were predicted as targets. In plants, polygalacturonase is responsible for pectin solubilization and depolymerization^67^. Down-regulation of miR164a in response to B-toxicity might increase polygalacturonase activity, resulting in cell-wall modifications. This notion was supported by a recent report by Ghanati and Heidarabadi^6^, who found that an increased B supply led to a significant decrease in the cell or cell-wall dry weight and a reduction of the relative amounts of major wall components, including pectin, cellulose and hemicellulose B.

Most of the other differentially expressed miRNAs identified in the present study were predicted to target diverse genes related to transcription factors that remain to be determined and will be further discussed elsewhere.

### Possible tolerance mechanisms of *Citrus* to long-term B-toxicity

The most widely accepted theory of B transport from the roots to the shoots of plants involves passive transport via mass flow within the transpiration stream^68^. Upon reaching the leaf, free B in the transpiration stream will first flow into the phloem, before being transported into mesophyll tissue, either passively or actively, in dicotyledons. Therefore, we have reason to believe that B may first accumulate in the phloem, generating toxic effects, which has been confirmed by the finding that B-toxic treatment results in limited toxic effects in leaf veins through triggering programmed cell death of phloem tissue in intolerant *C. grandis*^23^.

In the present study, B-toxic treatment resulted in secondary deposition of cell-wall components in regions near the pits of vessel elements in tolerant *C. sinensis* and poorly developed vessel elements in intolerant *C. grandis* (Fig. 6), indicating that modifications of cell-wall structures and components in the xylem might be involved in mitigating B-toxicity to the phloem.

It has been demonstrated that in plants, B forms the most stable diesters with *cis*-diols on furanoid rings^69^, participating in cell-wall assembly by cross-linking polysaccharide monomers into dimers^70^. Given that B exists as boric acid under physiological conditions and can form esters and complexes with a wide variety of hydroxyl-rich compounds^71^, cell-wall polysaccharides as well as other cell-wall components, such as hydroxyl-proline-rich glycoproteins^4^, could be considered candidates for B binding, even with weak bonds. Therefore, alterations of cell-wall structures and components in the xylem might restrict the inflow of free B from the xylem into the phloem in tolerant *C. sinensis*. Indeed, the expected lower level of free B in B-toxicity-treated leaves of *C. sinensis* has been detected^23^.

Above all, the results reported herein illustrate that through the modulation of *LAC17* and *LAC4*, miR397a plays a pivotal role in secondary cell-wall biosynthesis in vascular bundles, thereby contributing to the adaptation of woody *Citrus* to long-term B-toxicity.

## Materials and Methods

### Plant culture and treatments

Plant culture and B treatments were performed as previously reported^23^. Briefly, 11-week-old seedlings were sand cultured with a nutrient solution containing 10 (control) or 400 (B-toxic) μM H_3_BO_3_ every other day for 15 weeks. Fully expanded leaves excised at 1/3 the height of the plants were immediately frozen in liquid N_2_ at the end of the culture experiment and stored at −80 °C until RNA extraction. Mid-vein samples were directly fixed with 2.5% glutaraldehyde in 0.1 M phosphate buffer (PBS, pH 7.4) at 4 °C for 24 h for anatomical analyses.

### RNA isolation and quality assessment

Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions, with minor modifications (3 M sodium acetate was used for the removal of polysaccharides). The quantity and purity of the total RNA were analysed using a NanoDrop 2000 spectrophotometer (Thermo scientific, USA) and an Agilent 2100 bioanalyser (USA) with the RNA Integrity Number (RIN) > 8.0. The total RNA was divided, stored at −80 °C, and used for high-throughput sequencing, qRT-PCR and RACE amplification.

### Small RNA library construction and high-throughput sequencing

Approximately 1 μg of mixed total RNA from five replicates was used to prepare a small RNA (sRNA) library with the TruSeq Small RNA Sample Prep Kit (Illumina, USA) according to the manufacturer’s protocol. The sRNA libraries were gel-purified in 6% PAGE gels, and their concentration was then diluted to 2 ng/μl. The insert size of the sRNA libraries was tested with an Agilent 2100 bioanalyser. After accurate quantification via qRT-PCR, single-end sequencing was performed on an Illumina HiSeq 2500.

### Data processing, sRNA annotation and miRNA identification

The raw reads obtained from Illumina sequencing were subjected to the Illumina pipeline filter, and the datasets were further processed to remove adapter dimers, junk and low-complexity sequences, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats, as reported previously^72^. The remaining sequences were subjected to BLAST searches against miRBase 21 (http://www.mirbase.org/) to identify known miRNAs. Non-annotated sequences of 18–30 nucleotides (nt) in length were mapped to the *Citrus clementina* genome (JGI version 1.0, http://www.phytozome.org/clementine.php) with the MTide program (http://bis.zju.edu.cn/MTide) to identify novel sequences with stem-loop precursors, as described by Zhang *et al.*^73^. MiRNA prediction was performed according the key criteria previously used by Meyers *et al.*^43^.

### Differential expression analysis of miRNAs

For the analysis of miRNA expression, both the fold-change and *P*-value of each identified miRNA in the control and B-toxic libraries were calculated as previously reported by Lu *et al.*^36^. The *P*-value was then adjusted to the false discovery rate (FDR) using the Benjamini Hochberg Method. A 2-fold cut-off was set to determine up- and down-regulated miRNAs, in addition to a FDR of less than 0.01.

### Prediction of miRNA target genes

The prediction of genes targeted by differentially expressed miRNAs was performed with TargetFinder based on rules suggested by Allen *et al.*^61^ and Schwab *et al.*^74^.

### GO analysis of miRNA targets

All predicted targets were mapped to GO terms in the GO database (http://www.geneontology.org/), and gene numbers were calculated for each term. The GO results were expressed according to three categories: cellular component, molecular function and biological process^75^.

### MiRNA assay using stem-loop qRT-PCR

To monitor the relative abundance of miRNAs obtained from Illumina sequencing, 20 miRNAs (11 conservative and 9 non-conservative) were selected to perform qRT-PCR using *actin* (AEK97331.1) as an internal control. Stem-loop RT primers were designed according to Xu *et al.*^76^. MiRNA-specific primers (forward) were designed according Chen *et al.*^77^, and their quality was assessed using Primer Software (PREMIER Biosoft International, USA, Version 5.0). All the primers employed for qRT-PCR are listed in Supplementary Table 1.

For stem-loop qRT-PCR, approx. 1 μg of total RNA was used to create a reverse transcription pool with the TaqMan® MicroRNA Assay Kit (Takara, Japan) according to the manufacturer’s instructions. qRT-PCR was then performed as previously described by Lu *et al.*^36^, using the miRNA-specific forward primer and a Universal Reverse Primer (Supplementary Table 1). The cycling conditions were as follows: 10 min at 95 °C, followed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. The samples subjected to qRT-PCR were run in three biological replicates with two technical replicates. Relative miRNA expression was calculated using the ddCt algorithm. *Actin* was employed as an internal standard for the normalization of miRNA expression, and leaves from control plants were used as a reference sample (set as 1). As total RNA was used for reverse transcription, melting curve analysis followed by agarose gel electrophoresis was conducted to determine the purity and fragment size of the amplicons.

### Detection of target mRNAs via qRT-PCR

qRT-PCR analysis of target gene expression was performed as previously described^78^ with the Mastercycler Ep Realplex System (Eppendorf, Germany). Gene-specific forward and reverse primers were designed approx. 200 bp up- and down-stream from potential cleavage sites, to produce an expected fragment of approx. 100–300 bp in size. The quality of all primer pairs was assessed using Primer Software and the primers are provided in Supplementary Table 2.

### Verification of miRNA cleavage sites via 5′-RACE

To verify the nature of potential miRNA targets and to examine how the miRNAs regulate their target genes, an RNA ligase-mediated 5′ rapid amplification of cDNA ends (RLM-5′-RACE) experiment was set up. RLM-5′-RACE was carried out following the instructions of the GeneRacer Kit (Invitrogen), as described by Yin *et al.*^38^. Briefly, poly(A)^+^ mRNA was isolated from total RNA using the polyAtract mRNA isolation system III (Promega, Madison, WI). The GeneRacer RNA Oligo adapter was directly ligated to poly(A)^+^ mRNA without calf intestinal phosphatase and tobacco acid pyrophosphatase treatment, according to the manufacturer’s instructions. The GeneRacer OligodT primer was then used to synthesize RACE-ready first-strand cDNA in a reverse transcription reaction. First-round PCR was performed using the GeneRacer 5′ primer and a gene-specific primer, followed by second-round PCR with the GeneRacer 5′ Nested Primer and a gene-specific nested primer, which was designed using Primer 5.0 software and was located 300–800 bp downstream from the potential cleavage sites. The gene-specific and nested primers used in these assays are listed in Supplementary Table 3. The nested PCR products were gel-purified, T-cloned and sequenced.

### Cytochemical localization of cell-wall polysaccharides and electron microscopy

For anatomical analyses, mid-vein samples were post-fixed with 1% osmium tetroxide for 1.5 h at 4 °C. Tissue blocks were rinsed with 0.1 M PBS (pH 7.4), then dehydrated in a graded ethanol series, and the ethanol was subsequently replaced through four changes of acetone. The samples were embedded in an Epon resin mixture. Sections of 75 nm were obtained with a Leica EM UC6 ultra-microtome (Germany) and transferred to fomvar-carbon-coated nickel grids, then stained using a modified Pickett-Heaps procedure (PASH staining) as described by VanDerWoude *et al.*^79^. The prepared specimens were examined at 80 kV with a Hitachi 7700 electron microscope (Japan).

### Experimental design and statistical analysis

A completely randomized design was applied with 20 pot seedlings per B-treatment. The experiments were performed with 3–5 replicates. Differences between treatments were subjected to independent t-tests using IBM SPSS statistics software (Version 22).

## Additional Information

**Accession codes:** The sRNA sequence data from this study have been submitted to Gene Expression Omnibus (GEO) under accession GSE74434 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74434.

**How to cite this article**: Huang, J.-H. *et al.* Illumina microRNA profiles reveal the involvement of miR397a in *Citrus* adaptation to long-term boron toxicity via modulating secondary cell-wall biosynthesis. *Sci. Rep.* **6**, 22900; doi: 10.1038/srep22900 (2016).

## Supplementary Material

Supplementary Information

Dataset S1

Dataset S2

Dataset S3

## Figures and Tables

**Figure 1:**
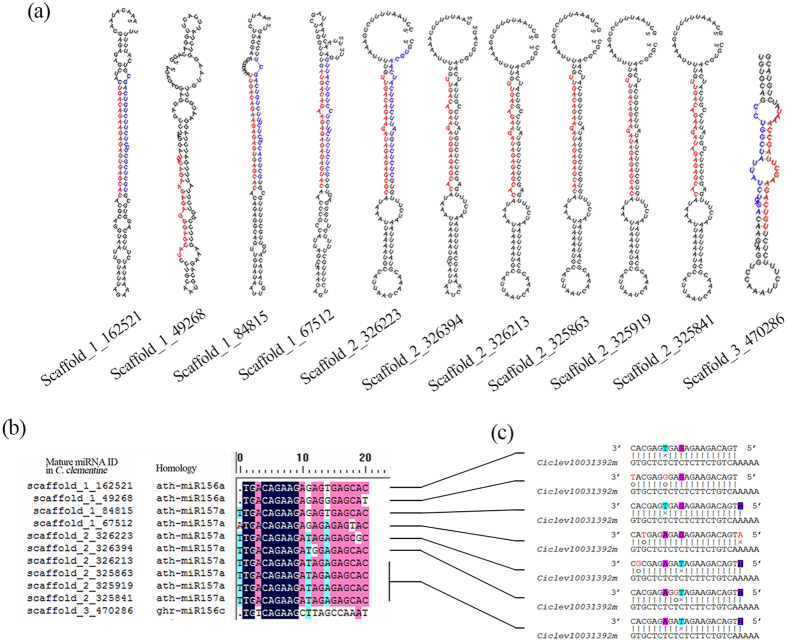
Bioinformatic analysis of miR156/157 members in *Citrus*. (**a**) Secondary structure of miR156/157 isoforms. miRNA precursor sequences were predicted using MTide (Zhang *et al.* 73) and folded by RNAfold (Hofacker, 2003). Positional information of each miRNA precursor refers to the start position on the respective chromosome (*C. clementine* genome v1.0). Cloned mature miRNA sequences were highlighted in red and miRNA* sequences in blue. (**b**) Alignment of mature miRNA isoforms using DNAMAN (version 7); ath, Arabidopsis; ghr, *Gossypium hirsutum*. (**c**) Polymorphism of miR156/157 members and their target (*Ciclev1001392m*) binding sites. miR-SNPs in miR156/157 are unlikely to change the target gene except for those in Scaffold_3_470286, which increased the mismatch positions, resulting in loss of its target. Watson-Crick pairing (vertical dashes), G:U wobble pairing (o) and mismatch (×) are indicated (the same below).

**Figure 2:**
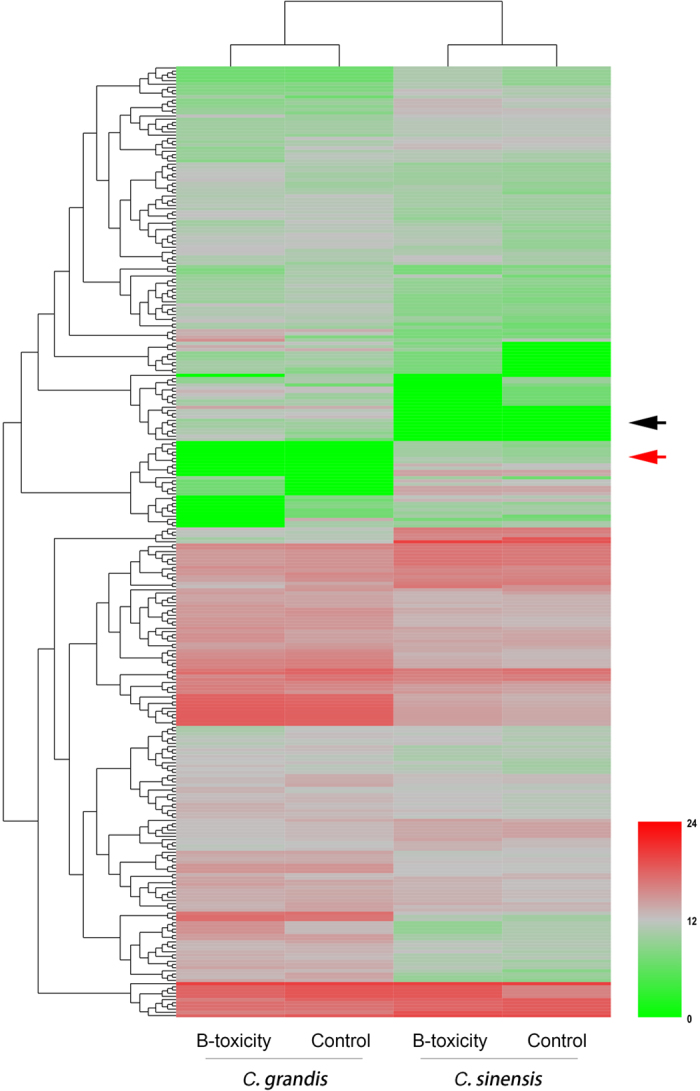
DEG clusters of differentially expressed miRNAs in *Citrus* leaves treated with different B levels. The red arrowhead showed miRNAs which specifically expressed in *C. sinensis*, whereas the black one indicated those in *C. grandis*.

**Figure 3:**
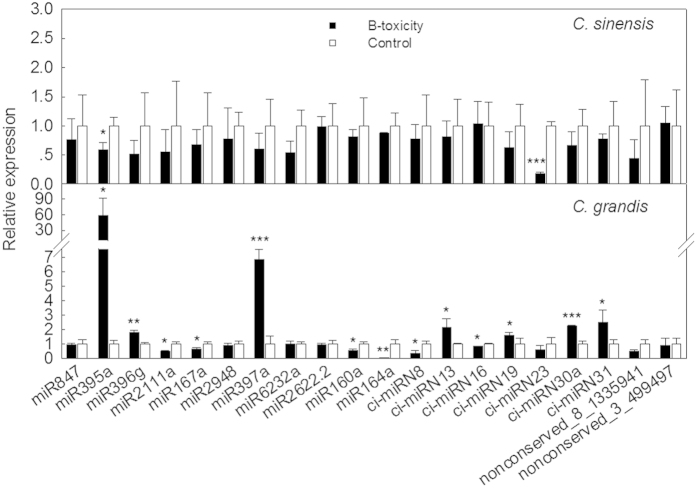
Relative abundance of miRNAs in *Citrus* leaves under B-sufficient and B-toxic conditions. MiRNA expression in B-sufficient and -toxic leaves was determined using stem-loop qRT-PCR. Results represent mean ± SD (n = 3). “*”, “**” and “***” indicate significant difference at *P* < 0.05, 0.01 and 0.001 level, respectively (the same below). All the values were expressed relative to the control.

**Figure 4:**
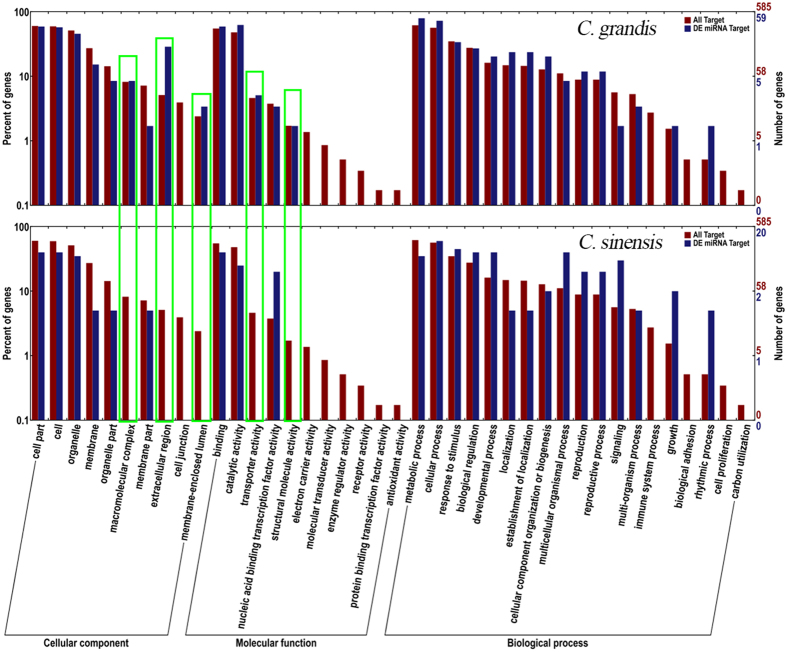
GO analysis of target genes predicted from differentially expressed miRNAs. Green rectangle indicated significant alternations of sample frequencies (Blue bars) of GO terms. Red bars displayed background frequencies of GO terms, in which the putative B-toxic-adaptation-relevant miRNA targets were enriched.

**Figure 5:**
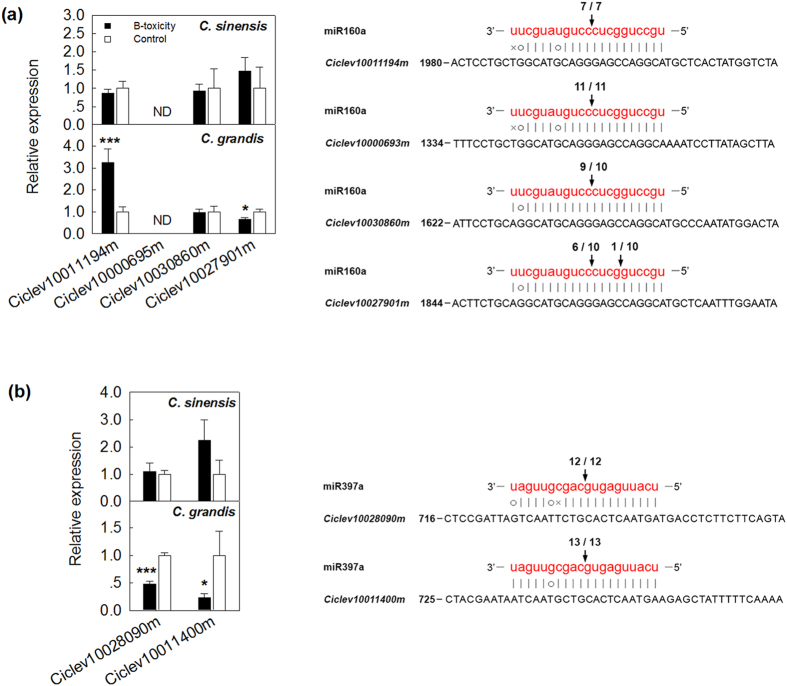
QRT-PCR expression profiles and experimental validation of the predicted mRNA targets for miR160a (a) and miR397a (b). The mRNA cleavage sites were determined by RLM-5′-RACE. The targeted mRNA sequences and mature miRNA sequences were shown. Vertical arrows indicated the 5′ termini of miRNA-mediated cleavage products, as identified by 5′-RACE, with the frequency of clones shown. *ND*, Not detected in controls.

**Figure 6:**
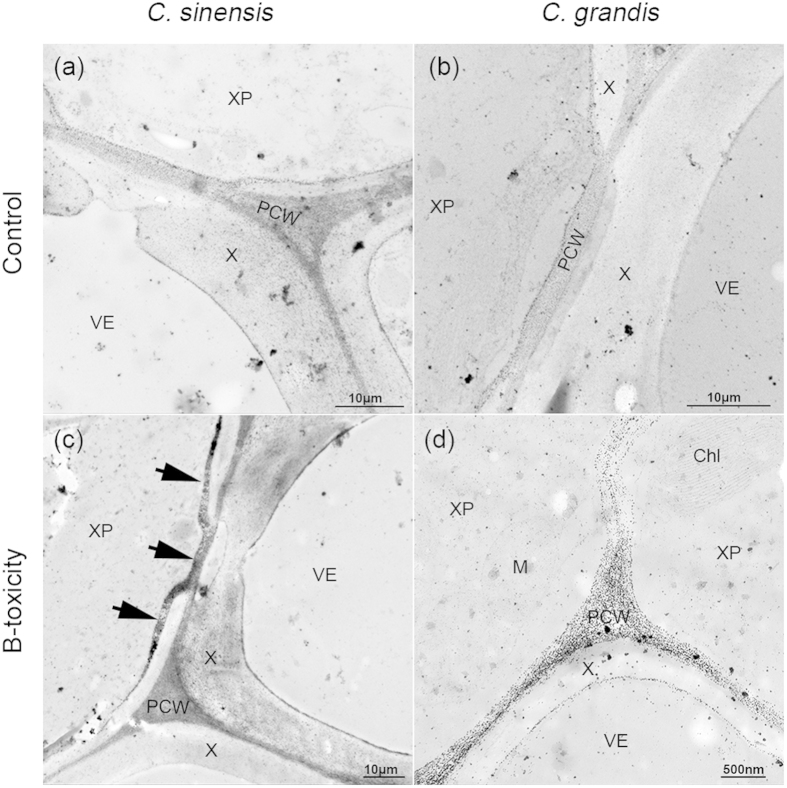
Crossed sections of the leaf mid-veins stained using PASH produce. B-toxic treatment led to the deposition of secondary cell-wall components in the xylem parenchyma cells (XP) near the pits of vessel elements (VE) in *C. sinensis* (**c**), *arrowheads*); but restrained the development of VEs in *C. grandis* (**d**). Chl, chloroplast; M, mitochondria; PCW, primary cell walls.

**Table 1:** Summary of sRNAs from the leaf samples of *C. sinensis* and *C. grandis* treated with sufficient- and toxic-B level.

		C. sinensis		C. grandis	
		Control	B-toxicity	Control	B-toxicity
Raw reads		19886678	13833254	20680130	16889149
Clean reads	Total	11188651	8185253	11438525	8350155
	Genome	1979020(17.69%)	1562702(19.09%)	2091835(18.29%)	1500284(17.97%)
	rRNA	6587115(58.87%)	4643219(56.73%)	5944199(51.97%)	4439710(53.17%)
	scRNA	0(0.00%)	0(0.00%)	0(0.00%)	0(0.00%)
	snRNA	3011(0.03%)	2342(0.03%)	2062(0.02%)	1638(0.02%)
	snoRNA	659(0.01%)	752(0.01%)	795(0.01%)	982(0.01%)
	tRNA	252937(2.26%)	224480(2.74%)	277303(2.22%)	202708(2.43%)
	Rep.-base	22168(0.20%)	18196(0.22%)	24786(0.22%)	21681(0.26%)
	Non-annotated	2343741(20.95%)	1733562(21.18%)	3097545(27.08%)	2183152(26.15%)
Unique number		1593866	1214103	1988267	1350479

**Table 2:** Relative expression of miRNA targets under B-toxicity in *Citrus* using qRT-PCR.

miRNAs	Target gene	Description	Expression level (Mean ± SD)	
			*C. sinensis*	*C. grandis*
miR164a	Ciclev10008619m	NAC domain protein	ND	ND
	Ciclev10033386m	Polygalacturonase	ND	ND
miR395a	Ciclev10004931m	3-ketoacyl-CoA thiolase 2	0.640 ± 0.044	1.381 ± 0.181^*^
miR2111a	Ciclev10015288m	F-box/kelch-repeat protein	0.761 ± 0.241	5.290 ± 0.789^***^
miR396g	Ciclev10017846m	Ubiquitin-protein ligase activity	0.566 ± 0.202^*^	0.815 ± 0.697
Ci-miRN16	Ciclev10010074m	Cytochrome c oxidase subunit	0.828 ± 0.065	2.762 ± 0.406^**^
	Ciclev10010096m	Cytochrome c oxidase subunit	0.455 ± 0.134	1.239 ± 0.510
Ci-miRN8	Ciclev10032738m	Ubiquitin receptor	0.880 ± 0.219	1.948 ± 0.602
Ci-miRN31	Ciclev10012377m	Transcription factor	1.540 ± 0.429	0.812 ± 0.325
	Ciclev10027736m	DNA/RNA helicase protein isoform 1	1.581 ± 0.916	2.634 ± 0.550^*^
Ci-miRN2622.2	Ciclev10021082m	DNA/RNA helicase protein isoform 1	0.978 ± 0.144	0.975 ± 0.250
Ci-miRN23	Ciclev10009779m	Blue copper protein	0.801 ± 0.113	0.960 ± 0.331

Note: Significance difference was tested between control and B-toxic treatment using independent sample *t*-test (n = 3). “*”, “**” and “***” indicated significant difference at *P* < 0.05, 0.01 and 0.001 level, respectively. *ND*, NOT detected in controls.

# Supplementary material for: Illumina microRNA profiles reveal the involvement of miR397a in Citrus adaptation to long-term boron toxicity via modulating secondary cell-wall biosynthesis
**Source:** Sci Rep. 2016 Mar 10;6:22900. doi: 10.1038/srep22900
**Supplement:** Supplementary Information

Illumina microRNA profiles revealed involvement of miR397a in  
*Citrus* adaptation to long-term boron-toxicity via modulating  
secondary cell wall biosynthesis

Jing-hao Huang, Yi-ping Qi, Shou-xing Wen, Peng Guo, Xiao-min Chen, Li-song  
Chen<sup>\*</sup>

Supplementary Figures and Tables

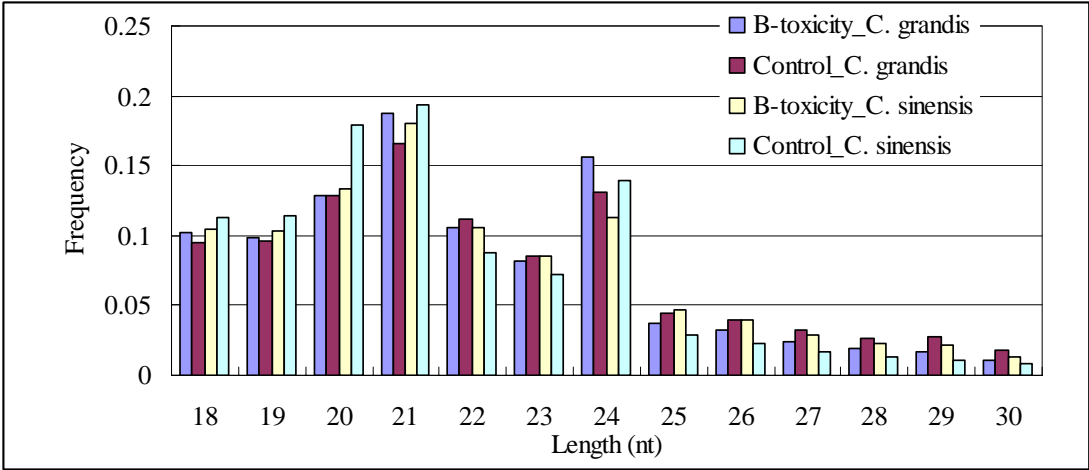

**Fig. 1** Size distribution of sRNAs of *C. grandis* and *C. sinensis* treated with different B level.

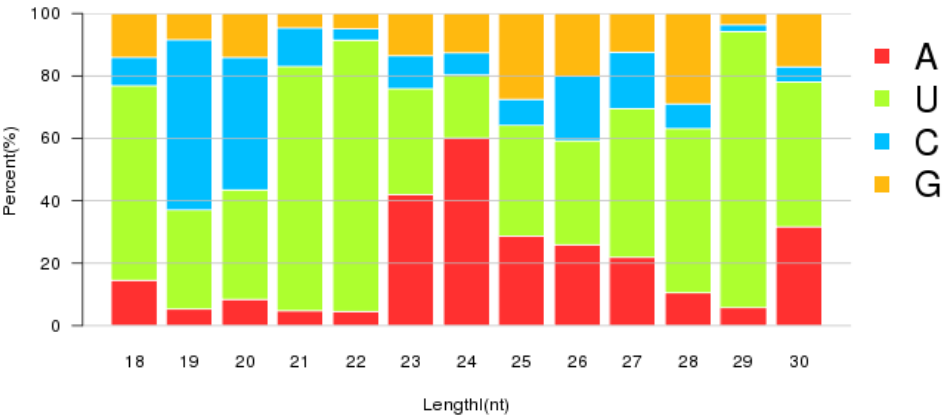

**Fig. 2** First nucleotide bias of miRNAs with different length.

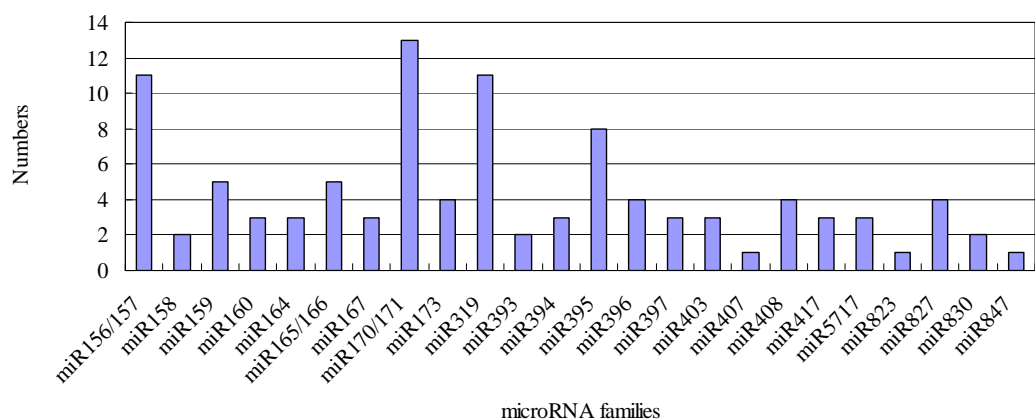

**Fig. 3** Numbers of identical miRNA member in each family in *Citrus* plants

| Mature miRNA ID in <i>C. clementine</i> | Homology    | 01020                     | Predicted targets                               |
|-----------------------------------------|-------------|---------------------------|-------------------------------------------------|
| scaffold_2_287030                       | ath-miR170  | .TGATTGAGCGGTGCCAATATC... | Ciclev10018916m;Ciclev10019083m;Ciclev10019094m |
| scaffold_5_990825                       | ath-miR170  | .TGATTGAGCGGTGCCAATATC... | Ciclev10018916m;Ciclev10019083m;Ciclev10019094m |
| scaffold_1_74299                        | ath-miR171b | ...TTGAGCGCGCCAAATACACT   | Ciclev10018916m;Ciclev10019083m;Ciclev10019094m |
| scaffold_2_309620                       | ath-miR171b | ...TTGAGCGCGTCAAATATCTCC  | Ciclev10018916m;Ciclev10019083m;Ciclev10019094m |
| scaffold_2_217057                       | mdm-miR171o | GGGGTGTAGCT..CAGATGGT...  | None                                            |
| scaffold_7_1238283                      | mdm-miR171o | GGGGTGTAGCT..CAGTTA.....  | Ciclev10020789m                                 |
| scaffold_3_433564                       | mdm-miR171o | TGGGTGTAGCT..CAGTTG.....  | Ciclev10007061m;Ciclev10026599m;Ciclev10001020m |
| scaffold_2_175435                       | mdm-miR171o | GGGGTGTATCT..CAGATGGT...  | None                                            |
| scaffold_7_1159894                      | mdm-miR171o | AGGGTGTATGTTACAATTATTGT.  | Ciclev10014585m                                 |
| scaffold_5_797203                       | mdm-miR171o | AGGGTGTATGTTACAATTATTGT.  | Ciclev10014585m                                 |
| scaffold_3_411373                       | gma-miR171h | ...TTGAGAGTTGTGGAGCCTTT.  | None                                            |

**Fig. 4** Alignment of miR170/171 members identified from *C. clementine* genome using DNAMAN software (version 7). Divergent SNP sites with length variations in mature miRNA sequences could result in change or loss of their targets.

**Supplementary Table 1 RT primers and specify primers for miRNAs stem-loop qRT-PCR**

|                          | Specific forward primer (5'-3') | RT primer sequence (5'-3')                          |
|--------------------------|---------------------------------|-----------------------------------------------------|
| miR160a                  | GATTGCCTGGCTCCCTGTATG           | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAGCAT  |
| miR164a                  | GAATCTGGAGAAGCAGGGCA            | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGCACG  |
| miR167a                  | ACTTGAAGCTGCCAGCATGATCT         | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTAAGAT  |
| miR2111a                 | CTCGTAATCTGCATCCTGAGGT          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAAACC  |
| miR2622.2                | CGATTTGTGTGGTTGTTGTGA           | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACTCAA  |
| miR2948                  | CTAGTGGGAGTGAGGAGTGTGGA         | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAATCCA  |
| miR395a                  | TATGCTGAAGTGTTTGGGGGAA          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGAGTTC  |
| miR396g                  | GCCTGTTCAAGAAAGCTGTGGA          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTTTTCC  |
| miR397b                  | GGTCTTATTGAGTGCAGCGTTG          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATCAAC  |
| miR6232a                 | CACGTGGATGTAAGTGTGGCAC          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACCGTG  |
| miR847                   | GACGACTTGATGATGCTGCA            | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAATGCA  |
| ci-miRN13                | GCCCCGAGTTTTAAAATTTTCTC         | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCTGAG  |
| ci-miRN16                | TGACTGGATGCAACTGTGGTAC          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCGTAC  |
| ci-miRN19                | ACTACCGTGCCACAGTTGTATCC         | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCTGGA  |
| ci-miRN23                | GTCTCGAATGGATAATGAACG           | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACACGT  |
| ci-miRN30a               | GCGTCTTGTTGAGTGTGTATGTT         | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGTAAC  |
| ci-miRN31                | CGATTTCTTCATGAGAGCTGGC          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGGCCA  |
| ci-miRN8                 | CGGAGGAATTGTGTATTTTGAA          | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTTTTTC |
| nonconserved_3_499497    | TCCGGTTCTTTTTGCTACTTCTAC        | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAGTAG  |
| nonconserved_8_1335941   | GCCGCTAGAGAAAGATGAGAG           | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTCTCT  |
| Universal Reverse Primer | GTGCAGGGTCCGAGGT                |                                                     |
| $\beta$ -actin           | AGAACTATGAACTGCCTGATGGC         | GCTTGGAGCAAGTGCTGTGATT                              |

**Supplementary Table 2 Specific primers for qRT-PCR (5'-3')**

|                         |                           |
|-------------------------|---------------------------|
| β-actin Forward         | AGAACTATGAACTGCCTGATGGC   |
| β-actin Reverse         | GCTTGGAGCAAGTGCTGTGATT    |
| Ciclev10011194m Forward | GAAGTCAAGACTGCCACAACCA    |
| Ciclev10011194m Reverse | TTGTGGGTTTAGCAGCACGATC    |
| Ciclev10000695m Forward | TCTTTCAGTGAACGGTTTAGG     |
| Ciclev10000695m Reverse | GACATCTGATGATTATTCTCGCTTA |
| Ciclev10030860m Forward | TAACCAACTTCCAACACCATCAT   |
| Ciclev10030860m Reverse | TGAAAGCCCAGTGGAACAG       |
| Ciclev10027901m Forward | TCACCAGCAAGAAAGAAGTT      |
| Ciclev10027901m Reverse | CTGGATAGAAACAGCCCTGA      |
| Ciclev10004931m Forward | GTGACAAGGAAGGAGCAAGACC    |
| Ciclev10004931m Reverse | CAACTTCGCCAACTCTGATACTG   |
| Ciclev10017846m Forward | CGTGCCGTCTGTAAAAGATGGTATG |
| Ciclev10017846m Reverse | TTTGATGAGGGGTGTTTTTTGGTTG |
| Ciclev10028090m Forward | CTTCTCCGATTAGTCAATTCTGC   |
| Ciclev10028090m Reverse | ATGACTAGCGTTTCGGTCTCAA    |
| Ciclev10011400m Forward | CGTCACAGGGAGGCTTTACATT    |
| Ciclev10011400m Reverse | TGGTTTAACATAAGTGGCATCA    |
| Ciclev10015288m Forward | AAGGCAGGCGTGGTGGTT        |
| Ciclev10015288m Reverse | CCCACCAACTACTATCCCCACT    |
| Ciclev10021082m Forward | TTTCTTCCGCTGACAGGTTTCT    |
| Ciclev10021082m Reverse | GCGTATGGTACTGGCTTCTTGC    |
| Ciclev10010074m Forward | GAAGTGGAACGAGCAGAGGGAA    |
| Ciclev10010074m Reverse | TCAGGGAGCAAATAAACAGAGC    |
| Ciclev10010096m Forward | GCTCTGTTTATTTGCTCCCTGAT   |
| Ciclev10010096m Reverse | GATGCAACTGTGGCACGGTA      |
| Ciclev10032738m Forward | CTTCTTTAGTTTCTGGCTTCGTA   |
| Ciclev10032738m Reverse | AAGACGGGATAGGTGCAAAATAAT  |
| Ciclev10012377m Forward | AAGAACCTGGGTCATTATGCCGT   |
| Ciclev10012377m Reverse | CCAATCCCCATTAGCATTCAAGTC  |
| Ciclev10027736m Forward | TCAGGTATTCAGTCAGCAAGTCA   |
| Ciclev10027736m Reverse | GTGCCACCATTATAAGTGATTATA  |
| Ciclev10008619m Forward | AAAGCCACGCTCCTTCTGA       |
| Ciclev10008619m Reverse | CCAAAACGAGCAAACGGGT       |
| Ciclev10033386m Forward | AGTGCTCCTGCTTCTCCAA       |
| Ciclev10033386m Reverse | CTGCTGTAGTCTGATAAACGAAC   |
| Ciclev10009779m Forward | AAATGGATGCAATACTAATCACACG |
| Ciclev10009779m Reverse | AAAGCCAGTCCGAACATAAAGC    |

**Supplementary Table 3    Specific and nested PCR primers for cleavage site validation (5'-3')**

---

|                            |                           |
|----------------------------|---------------------------|
| Ciclev10000695m_GSP        | CCAAATCATCCATTCAAATAGCG   |
| Nested Ciclev10000695m_GSP | CTTCAACTTCTGAGCCACGACCT   |
| Ciclev10027901m_GSP        | CAAACTGTCACTGCCAGAACCC    |
| Nested Ciclev10027901m_GSP | CACTTGTGAACTACATCATCGGAAC |
| Ciclev10030860m_GSP        | CGACCTACATCCTCCGATTCCA    |
| Nested Ciclev10030860m_GSP | CTGGGGAAGAATGAGTTGACCG    |
| Ciclev10011194m_GSP        | GGCTCTGTTTCTTGGCGGTTAT    |
| Nested Ciclev10011194m_GSP | TCTTTGAAGGCTGGGTTGAATGT   |
| Ciclev10028090m_GSP        | ATTGTAGCCATGCAAATGAAGAGG  |
| Nested Ciclev10028090m_GSP | GTTTCTCATACTCTAAGATGCCAGC |
| Ciclev10011400m_GSP        | GCTACATCCTTCTTCTCCAGCAAAC |
| Nested Ciclev10011400m_GSP | TTGAATCCGTGTAAATGGACTGG   |

---

How the deposited data were processed for this re-analysis (not part of the article)

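Leaf small RNA of *C. grandis* and *C. sinensis* seedlings, grown with 10 μM (control) or 400 μM (B-toxic) boric acid for 15 weeks, was sequenced as 4 libraries, 1 per condition, each from the mixed RNA of 5 replicates. Samples were assigned to conditions from their labels and the paper. Where the paper and the labels differ, on the age of the seedlings, the groups are the same.

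The deposited values are read counts. The authors filtered the reads, removed other RNA classes, searched miRBase, predicted precursors with MTide and deposited, for each of 699 precursor loci, the count of reads of the mature sequence in each library and the total count of reads on the precursor. The paper gives miRBase 21 and version 1.0 of the *C. clementina* genome and describes the matches to known miRNAs as perfect. The version of MTide and the treatment of reads that match several loci are not given in the sources used here. Of 69 sequences listed at 189 loci, 39 had identical counts at all their loci, so their reads were counted at each, and 30 had unequal counts, so that the loci of 1 sequence can differ in their ratios. With each distinct sequence counted once by its highest count in each library, the sum was 83.0% of that over loci. The precursor and mature sequences of the deposited table were used as given, and its locus identifiers were not placed on a genome, because no reference genome was used here. The copy of Supplementary Dataset S1 used here holds 693 of the 699 loci, so no overlap or set test was run on it.

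From the deposited counts, RPM (reads scaled to the library's total of mature reads) were computed, with totals of 373890 (control *C. grandis*), 325441 (B-toxic *C. grandis*), 346600 (control *C. sinensis*) and 243277 (B-toxic *C. sinensis*). Within each species, each locus was tested by a two-sided Fisher's exact test of its reads against the other mature reads, with Benjamini-Hochberg adjustment over the loci with at least 1 read in the 2 libraries, and called at an FDR below 0.01 and a ratio of at least 2. The paper names IDEG6, the ratio limit and the FDR, but its text does not name which of the tests of that tool was used. The difference of the B effect between the species was tested by an exact conditional test of equal ratios, adjusted over the loci with reads in both species and called at an FDR below 0.01. The species difference and the B response common to both species were tested with edgeR's quasi-likelihood test in a model with B treatment and species, TMM normalization and its own filter on low counts, at an FDR below 0.05 and with 1 residual degree of freedom. Intervals of log2 ratios and shares are exact (Clopper-Pearson) 95% intervals. Those of shares take reads counted at several loci as independent and are too narrow. A locus at 0 reads in 1 library was given a bound against 3 reads, which takes the count of the other library as exact, and no ratio was given where both libraries had 3 reads or fewer. PCR copies of a molecule are not told apart in these reads, so intervals and limits cover no more than counting error.

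The miRNAs named in the text are those that the paper's Results or Discussion names or Fig. 3 shows, matched to a locus by Supplementary Dataset S2, by the locus number in the name, by primer sequence or by homology label, and in each species the 5 distinct mature sequences with the largest log2 ratio (the bound where a library had 0 reads) among called loci with at least 10 reads. In the catalogue they are the 3 loci with the most reads. The values in Supplementary Datasets S1 and S2 had been seen when this rule was written. Other miRNA loci, namely those of scaffold_6_1021446, scaffold_5_956475, scaffold_2_310050, scaffold_3_583479, scaffold_5_893398 and scaffold_3_571750, the members of the miR156/157, miR170 and miR171 families and the abundant 24 nt sequences, were named after their values were seen.

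Alternatives were other tests of 2 libraries (the Audic-Claverie probability of the observed pair, its one-tailed and two-sided sums, and the chi-square test), other scalings (the clean reads of Table 1, edgeR's TMM and DESeq2's size factors), each distinct mature sequence counted once, other filters and thresholds, edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, DESeq2 in place of edgeR, and each library left out where the design allowed it. They and the tests were set before the deposited counts were examined, apart from those named as chosen later. Supplementary Datasets S1 to S3 had been read when the design was written. Dataset S1 holds the same counts for 693 loci, and Dataset S2 holds the paper's calls, so the choices were not blind to these values.

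The tests were checked on simulated counts for the 699 loci with the means and sizes of the real libraries and 200 loci changed by known ratios, in 20 draws. With no locus changed, Fisher's test called a mean of 0 loci in each species without spread between libraries beyond counting, and 9.05 in *C. grandis* and 6.35 in *C. sinensis* with a coefficient of variation of 0.2 between libraries. With 200 loci changed, it called 93.9% (*C. grandis*) and 85.0% (*C. sinensis*) of the changed loci with at least 50 reads, but 8.93% and 25.6% of its calls were false. With a coefficient of variation of 0.2 the false shares were 18.8% and 20.5%. Without this spread, and with the 3 loci with the most reads left unchanged, they were 1.83% and 4.20%. Fisher's test thus gave fewer false calls with these 3 loci unchanged, but a shift of the library totals was not measured as the cause. The exact conditional test between the species gave 36.9% false calls with library totals and 2.25% with DESeq2's size factors. These shares were 25.1% and 5.21% when the 3 loci with the most reads were left unchanged. With no difference, the conditional test made 4.6 and 2.45 calls on average. Loci called under both scalings were false in 2.35% and 4.68% of cases. All draws for the conditional test had counting error only, so its false calls with a further spread between libraries are not known. The test as fixed before the deposited counts were examined was kept, and results of this test were also counted under the other scalings. In 5 draws with a coefficient of variation of 0.2, edgeR's quasi-likelihood test called 92.1% of the changed loci it tested for the species difference, with 3.01% false calls, and a mean of 0 loci for the common B response. With a common B response given to 200 loci, it called 93.0% of those it tested, with 3.62% false calls. These draws held no difference of the B response between the species, so this share need not hold for the real libraries.

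The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The qRT-PCR, 5′-RACE and anatomical measurements, the target predictions and the reads outside miRNA loci were not analysed here, apart from the directions read by eye from Fig. 3.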

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

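The test of the 25 loci that depend on scaling was chosen after the result was seen.

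The B effect differed between the species at 77 of 579 loci, with 58 distinct sequences, by the exact conditional test on the reads of the 4 libraries (FDR below 0.01). The ratios had opposite signs at 62 of them, some close to 0, and at 60 to 63 of the same loci under the other scalings. Within neither species were 52 of them called, and under the other scalings 31 of 55 (DESeq2's size factors), 32 of 55 (clean reads) and 38 of 62 (TMM). The names below are those fixed by rule. The log2 ratio in *C. grandis* was lower than in *C. sinensis* for ci-miRN4 (a difference of -3.96), ci-miRN3a (-3.48), ci-miRN8 (-3.81), miR847 (-5.18), miR164a (-1.26), miR6232a (-0.89) and miR167a (-0.43). It was higher for ci-miRN24a (7.33), miR395a (4.05), miR160a (1.90), ci-miRN30a (1.39), nonconserved_8_1335941 (1.36) and ci-miRN19 (1.26). The difference for miR6232a holds for 1 of the 3 loci of its sequence. That for miR847 rests on 1 read in control *C. sinensis*, and those for ci-miRN24a and miR395a on 3 reads in B-toxic *C. sinensis*.

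The tables argue against several technical explanations as the whole cause. Under all 3 other scalings, 52 of the 77 loci were still called, which include all of the named loci except miR847, miR6232a and miR167a. With each mature sequence counted once, 63 sequences were called, so reads counted at several loci do not account for the pattern. Without the 3 loci with the most reads in the totals, 58 of the other 74 were still called. The remaining 25 loci, miR847, miR6232a and miR167a among them, were not called under at least 1 other scaling. They were picked by that loss, so it does not decide whether scaling made their calls, and this is left open. The other scalings move each difference by at most 0.31, and 0 of the 25 differences change sign. Most of the difference for miR847 is thus not made by scaling, although its call depends on it. The same holds for miR6232a (-0.89). For miR167a (-0.43), a move of 0.31 takes away most of the difference, and its FDR by the exact conditional test reached 0.697 under another scaling. In simulated data with counting error only, the totals alone gave many false calls at such a test (36.9% of its calls, against 2.25% with DESeq2's size factors).

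Differences between single libraries that the B treatment did not cause stay open, with 1 library per condition, and cannot be told apart from the B effect. A biological difference between the intolerant and the tolerant species in their response is likewise open and was not tested against a spread between plants.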

How the results depend on the processing

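The both-species count at an FDR of 0.05 and the count over 4 comparisons by another test or scaling and the 24 nt share without the sequence with the most reads over its loci were chosen after seeing the data. No paired analysis was possible because each condition had 1 library and so no replicates to pair, although species was a term in the edgeR model of the B response. For the same reason no test had replicates to leave out within a condition, and other splits of the samples were not counted.

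The counts of called loci stayed within 1.5 times of 45 in *C. grandis* and of 12 in *C. sinensis* under the other scalings, the two-sided and one-tailed Audic-Claverie tests, the chi-square test, the filter of 10 reads, all loci and distinct sequences. They moved further with no limit on the ratio (112 and 57) and with an assumed coefficient of variation of 0.2 (10 and 6) or 0.4 (3 and 0), which by construction add a spread between libraries. In *C. sinensis* alone, the Audic-Claverie probability of the observed pair gave 20 loci, and an FDR of 0.05 gave 21. A probability of exactly 1 pair is smaller than the tail that contains it, so it calls more by construction. The split of higher and lower calls depended on scaling, from 53.3% higher in *C. grandis* to 82.9% with clean reads (31 of the 45 loci shared) and 70.3% with DESeq2's size factors (35 shared), and from 75% in *C. sinensis* to 61.5% with TMM (11 shared) and 58.3% with DESeq2's size factors (10 shared). It also moved to 44.4% in *C. grandis* with distinct sequences and to 50.9% in *C. sinensis* with no limit on the ratio. These scalings moved the median log2 ratio from -0.09 to 0.16 and 0.06 in *C. grandis*, and from 0.25 to 0.10 and 0.08 in *C. sinensis*.

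Of 26 calls of named miRNAs, 26 were kept with TMM, 22 with clean reads, 21 with DESeq2's size factors, 23 with distinct sequences, 9 with a coefficient of variation of 0.2 and 3 with 0.4. Ratios near 0 that were not called changed sign in *C. sinensis*. These were ci-miRN31 with clean reads (-0.034), TMM (-0.12) and DESeq2's size factors (-0.14), ci-miRN19 with TMM (-0.018) and DESeq2's size factors (-0.035), nonconserved_3_499497 with the same (-0.024 and -0.041), and miR6232a with distinct sequences (0.036). The intervals of these ratios include 0.

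The number of loci called in both species was 1, and 2 with the probability of the observed pair, with clean reads and with an FDR of 0.05 (ci-miRN4 each time, together with ci-miRN24a, miR160a and ci-miRN24a). The number of loci whose B effect differs between the species was 55 with clean reads, 62 with TMM, 55 with DESeq2's size factors, 63 with distinct sequences and 86 with at least 10 reads. The log2 ratio was higher in *C. grandis* at 31 of the 77, but at 34 of the 55 called with clean reads and 34 of the 55 called with DESeq2's size factors, 52 of which are among the 77 in each case. The species difference, 110 loci, ranged from 89 to 128 when 1 library was left out, in a model without the B term. It was 129 without TMM (45 higher in *C. sinensis* and 84 lower), 158 without a filter, 88 with distinct sequences, 90 with DESeq2 and 132 without the B term. The count over 4 comparisons, 226, was 234, 214 and 208 with clean reads, TMM and DESeq2's size factors. The common B response, 0 loci, became 1 without TMM, 4 without a filter and 2 with distinct sequences, and the cause was not tested.

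The gap between correlations within and between species was 0.187 with at least 10 reads. The 43 species-specific loci became 18 and 108 under other read limits, because absence depends on depth. The share of 21 nt reads starting with U changed to 59.6% by loci, 96.6% by distinct sequences and 91.2% without the most abundant sequence, against 95.2 to 95.7% with 1 library left out. The share of 24 nt reads starting with A was 57.7 to 70.2% with 1 library left out, and 49.3% without the sequence with the most reads over its loci, within the spread between libraries. Directions in qRT-PCR and sequencing were the same in 27 of 38 cases and in 28 under the other scalings. Loci with fewer reads than the limit of a count of 0 give no ratio, as for miR397a in *C. sinensis*.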

Differences from the paper's values

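In *C. sinensis*, Fisher's exact test called 12 loci, and the paper's reported value is 20. Of these, 9 were higher in the B-toxic library, against 16 in the paper, and 7 were non-conserved, against 14 in the paper. Of the alternatives set before the deposited counts were examined, the Audic-Claverie probability of the observed pair (20, 16 and 14), its one-tailed sum (15, 12 and 10), a filter of 10 reads (16, 13 and 11) and an FDR of 0.05 (21, 17 and 14) fall within 1.5 times of the paper's values for all 3 counts. The two-sided sum, the chi-square test, all loci, distinct sequences, other scalings and an assumed coefficient of variation do not for the first count, nor does dropping the ratio limit (57).

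The highest read count of a conserved locus is 209216, and the paper's value is 29727. The former counts all reads on the precursor over the 4 libraries, and the highest count of a conserved mature sequence in a single library is 58490. None of the alternatives set before the deposited counts were examined bears on this gap.

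Supplementary Dataset S2 lists 14 entries that Fisher's exact test did not call, 6 of *C. grandis* and 8 of *C. sinensis*. The Audic-Claverie probability of the observed pair calls all of them. The one-tailed sum calls 49 of the paper's 51 entries in *C. grandis* and 15 of its 20 in *C. sinensis*, the filter of 10 reads 48 and 16, TMM 47 and 11, the clean reads 32 and 12 and an FDR of 0.05 51 and 19.

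The paper states that, apart from ci-miRN4, the called miRNAs changed in 1 species only. Dataset S2 also holds the locus scaffold_6_1058084 for both species, as ci-miRN24a and ci-miRN24b. It rose from 9 to 256 reads in *C. grandis* and fell from 21 to 3 in *C. sinensis* (log2 ratio -2.30, interval -4.69 to -0.55, FDR 0.0273 by Fisher's exact test, not called). The probability of the observed pair calls it in both, as does an FDR of 0.05, chosen for this count after seeing the data.

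The paper lists 7 exceptions between sequencing and qRT-PCR. For 3 of them, miR395a and miR160a in *C. sinensis* and miR6232a in *C. grandis*, the B-toxic library was lower by reads and lower in Fig. 3 as read by eye. For the other 4, miR847 in *C. sinensis* and miR2622.2, miR160a and ci-miRN16 in *C. grandis*, the directions differed. The rule by which the paper counts an exception is not given in the sources used here.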

Other observations

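The tests of the adjusted values, the locus numbers, the mdm-miR171o loci, and repeated counting and the sequence with the most reads over its loci in the 24 nt reads were chosen after the values were seen.

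The paper's counts of called loci lie above those of tests on tail areas. The probability of exactly the observed pair of counts, adjusted by Benjamini-Hochberg, gave an adjusted value within 1% or 1e-05 of the one listed for 71 of the 71 entries of Dataset S2. For the 33 entries with a listed value of at least 0.0001 it met 33, and Fisher's exact test met 0. The listed values may therefore be such pair probabilities. In simulated libraries with 200 loci changed, this probability gave 12.9% false calls in *C. grandis* and 27.8% in *C. sinensis*, against 8.93% and 25.6% by Fisher's test. With the 3 loci with the most reads left unchanged, the shares were 4.39% and 6.85% against 1.83% and 4.20%. With no change and a coefficient of variation of 0.2, it called 14.45 and 10.7 loci on average, against 9.05 and 6.35.

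The mature reads of 24 nt started with A at 80.7% in *C. grandis* and 47.0% in *C. sinensis*, a gap of 33.8 percentage points. The 24 nt sequence with the most reads over its loci, acggcuggaugcaacuguggcacg, explains most of it while counted at all its loci. It starts with A, was counted at 10 loci and had 54.1% and 61.7% of the 24 nt reads of *C. grandis* but 4.45% and 4.60% of those of *C. sinensis*, and without it the gap was 9.70. Repeated counting alone is not the whole cause, since with each distinct sequence counted once the gap was 21.9, and 16.1 when this sequence was also left out. By number of loci it was -0.91. Without scaffold_8_1263994, the locus with the most 24 nt reads, the gap was 46.6, which decides nothing, because its sequence starts with A and has a larger share in *C. sinensis*, so that leaving it out widens the gap. In the other direction, scaffold_3_618738, which starts with G, had 32 and 15 reads in *C. grandis* and 3953 and 5944 in *C. sinensis*. Whether the remaining gap follows species or these single libraries was not tested.

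The legend of Fig. 1 gives the number in a locus identifier as a start position on a chromosome. Over the 26 scaffolds of the table, the number of neighbouring scaffolds with overlapping ranges of numbers was 0, with scaffold 1 starting at 3141 and scaffold 2 at 164913. Start positions would begin again on each scaffold, so the numbers may be a running count over the genome.

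The 6 loci labelled as homologues of mdm-miR171o held 35144 reads, 2.73% of all mature reads, and were tested for a source in the 5′ ends of tRNAs. A box A motif was found in the mature sequence of 2 of them, which held 33269 reads, and in 1 of the 693 other loci. The test needed a box B motif 3′ of it in the precursor, and 0 reads lay at loci with both. Of the reads with box A, 32620 lay at a locus whose precursor has fewer than 40 nt after the mature sequence, so the source could not be decided.

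The deposited sequence and precursor of miR397a differ from those in Dataset S1 at 1 of 693 shared loci. The deposited precursor is 108 nt long and that of Dataset S1 156 nt, with the same 82 reads. The 3′ part of the forward primer listed for the assay of this miRNA equals the deposited sequence at 18 of 18 bases and that of Dataset S1 at 17 of 18. With no mismatch allowed in the forward primer and in the last 6 bases of the reverse transcription primer, primers matched the locus of the name for 15 of the 20 assays. The forward primer differed by 1 base for ci-miRN13 and miR6232a and by 2 for ci-miRN8 and miR2622.2 without gaps, and for miR160a only the reverse transcription primer differed.

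Isoforms of a family did not all move together. The main miR167a isoform, scaffold_5_956475, rose from 24182 to 30040 reads in *C. grandis* (log2 ratio 0.51), while the isoform named miR167a in Dataset S2 fell from 1753 to 743 (-1.04, interval -1.16 to -0.91, and -0.78 with clean reads). The sequence of ci-miRN19 pairs with miR6232a and with ci-miRN16 at 19 of 21 aligned positions each. No biological explanation was tested for either.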
